# Carbonic anhydrase IX inhibitor S4 triggers release of DAMPs related to immunogenic cell death in glioma cells via endoplasmic reticulum stress pathway

**DOI:** 10.1186/s12964-023-01180-7

**Published:** 2023-06-29

**Authors:** Jing Cui, Huizhe Xu, Ji Shi, Kun Fang, Jia Liu, Feng Liu, Yi Chen, Haiyang Liang, Ye Zhang, Haozhe Piao

**Keywords:** Carbonic anhydrase IX inhibitor, Immunogenic cell death, Glioma, Endoplasmic reticulum (ER) stress, S4

## Abstract

**Background:**

Immunogenic cell death (ICD), which releases danger-associated molecular patterns (DAMP) that induce potent anticancer immune response, has emerged as a key component of therapy-induced anti-tumor immunity. The aim of this work was to analyze whether the carbonic anhydrase IX inhibitor S4 can elicit ICD in glioma cells.

**Methods:**

The effects of S4 on glioma cell growth were evaluated using the CCK-8, clonogenic and sphere assays. Glioma cell apoptosis was determined by flow cytometry. Surface-exposed calreticulin (CRT) was inspected by confocal imaging. The supernatants of S4-treated cells were concentrated for the determination of HMGB1and HSP70/90 expression by immunoblotting. RNA-seq was performed to compare gene expression profiles between S4-treated and control cells. Pharmacological inhibition of apoptosis, autophagy, necroptosis and endoplasmic reticulum (ER) stress was achieved by inhibitors. In vivo effects of S4 were evaluated in glioma xenografts. Immunohistochemistry (IHC) was performed to stain Ki67 and CRT.

**Results:**

S4 significantly decreased the viability of glioma cells and induced apoptosis and autophagy. Moreover, S4 triggered CRT exposure and the release of HMGB1 and HSP70/90. Inhibition of either apoptosis or autophagy significantly reversed S4-induced release of DAMP molecules. RNA-seq analysis indicated that the ER stress pathway was deregulated upon exposure to S4. Both PERK-eIF2α and IRE1α- XBP1 axes were activated in S4-treated cells. Furthermore, pharmacological inhibition of PERK significantly suppressed S4-triggered ICD markers and autophagy. In glioma xenografts, S4 significantly reduced tumor growth.

**Conclusions:**

Altogether, these findings suggest S4 as a novel ICD inducer in glioma and might have implications for S4-based immunotherapy.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-023-01180-7.

## Introduction

Gliomas are the most common type of primary intracranial tumors. Conventional therapies, including surgery, radiotherapy, and pharmacotherapy (typically chemotherapy with temozolomide), have improved the median survival to some extent, the prognosis for patients with malignant glioma, especially glioblastoma remains poor [1]. Accumulating evidence reveals that some conventional treatments, in addition to their direct cytotoxic effect, could induce an antitumor immune response [2]. Immunogenic cell death (ICD), named after the immunogenicity of dying/dead cancer cells, is induced by certain types of therapies [3, 4]. ICD has emerged as a key component of therapy-induced anti-tumor immunity [5]. Of note, some ICD inducers can function in synergy with other types of immunotherapy, such as immune checkpoint inhibitors therapy to potentiate their effectiveness [6]. ICD is characterized by the emission of immuno-stimulatory molecules, including damage-associated molecular patterns (DAMPs) such as cell surface exposure of the endoplasmic reticulum protein calreticulin, secretion of ATP, and release of the chromatin-binding protein HMGB1 [3, 7]. Other DAMPs such as heat-shock proteins (HSP90 and HSP70) are also exposed on the outer membrane of the dying cells or released [8–10]. These DAMP molecules play a key role in activating dendritic cells (DCs) to engulf dying tumor cells, to process and present released tumor antigens to T cells [11–13]. Given the therapeutic potential of ICD in several types of cancer, a few pre-clinical investigations have shown that malignant gliomas might benefit from ICD-based therapies [4].

Carbonic anhydrase IX (CAIX), a tumor-associated, cell-surface glycoprotein expressed in response to hypoxia, plays a pivotal role in pH homeostasis, which is essential for tumor cell survival. Literature documents that CAIX is implicated in cancer progression [14–16], and has been validated as a promising new anticancer target [17]. Several CAIX inhibitors such as SLC-0111, have been developed and shown to be effective in reducing primary tumor growth in vitro and in vivo [18]. S4, a CAIX specific sulfamate inhibitor [19], exhibited anti-proliferative efficacy in breast and colorectal tumor cells [20–23]. In addition, an antimetastatic effect of S4 in breast carcinoma xenografts was reported [19]. Of interest, S4 has shown to potentiate the efficacy of standard treatment modalities, such as doxorubicin in breast cancer [24], cisplatin in small cell lung cancer [25], suggesting a S4-based combination strategy against tumors. However, whether S4 would suppress glioma growth has not been investigated.

In the present study, we examined the effect of treatment with S4 on glioma cell growth in cell cultural systems and in murine models of glioma. Our data demonstrate that S4 triggers ICD in glioma cells via the induction of ER stress pathway. These preliminary data could represent the basis for further studies to explore a potential role of S4 as an ICD inducer for treatment of malignant glioma.

## Materials and methods

### Cell lines, regents and antibodies

Human oligodendroglioma (low grade glioma) cell line Hs683, glioma cell lines, LN229 and U87MG and human acute monocytic leukemia cell line THP-1 were obtained from the American Type Culture Collection (ATCC). The human astrocytes HA cell line was obtained from ScienCell. Hs683 and HA were cultured with DMEM which contained 10% FBS. LN229 were cultured with 5% FBS DMEM. U87MG was cultured with 10% FBS MEM EAGLE. THP-1 was cultured with RPMI-1640 which contained 10% FBS and 0.05 mM 2-mercaptoethanol. All cells were maintained at 37 °C in a humidified incubator with 5% CO_2_. For 3D culture, cells were seeded in ultra low attachment culture plates with DMEM/F12 (FBS deprived) medium supplied with basic fibroblast growth factor (bFGF) 10 ng/ml, epidermal growth factor (EGF) 20 ng/ml and 1 × B27.

S4 was obtained from Tocris Bioscience. Mitoxantraone (MTX), Necrostain-1, Z-VAD-FMK, 4μ8C were purchased from SELLECK. GSK2606414 was purchased from Apexbio, ISRIB was purchased from MCE. Chloroquine (CQ) and phorbol 12-myristate 13-acctate (PMA) were obtained from Sigma. 4', 6-diamidino-2-phenylindole (DAPI) was purchased from Beyotime; Pierce®Protein Concentrator PES and 10 K MWCO were purchased from Thermo Fisher Scientific. BCA Protein Assay Kit was purchased from Beyotime. DuoSet ELISA kits was purchased from R&D Systems.

The following antibodies were used: HMGB1 (A2553, Abclonal, USA), Calreticulin (ab2907, abcam, UK) and HSP70 (HSPA1A and HAPA1B could be recognized, ab2787, abcam, UK), GAPDH (10,494–1-AP, Proteintech Technology, USA), Anti-Rabbit Alexa488 (A-11070, Invitrogen, USA), pIRE1α (NB100-2323, Novus, USA), LC3 (Ml52-3, MBL, Japan). The following antibodies were purchased from Cell Signaling Technology (USA): ATF4 (11815S), HSP90 (the total protein of HSP90, HSP90AB1 and HSP90AA1 could be recognized, 4874S), IRE1α (3294S), PARP (9532S), p-PERK (3179S), PERK (5683S), p-eIF2α (9721S), P62 (16177S), RIP(4920S), RIP3 (13526S), XBP-1 s (12782S) and Ki67 (9449S).

#### Cell counting kit-8 assay

Cells were cultured in a 96-well plate with a density of 2000 cells per well, and were incubated with varying drug (S4) concentrations (0.01, 0.1, 1, 10 and 100 μM) for 24, 48, 72 h respectively. CCk-8 was incubated at 37 °C for 1 to 4 h per well. The absorbance value of cells in each well was detected at 450 nm with a multifunctional microplate reader.

#### Colony formation assay

Cells were cultured in 6-well plates at a density of 2000/ well, and treated with 60 μM S4 or 0.05% DMSO. After 2 weeks, cells were fixed with 4% paraformaldehyde and stained with crystal violet for 20 min. The colo.nies were then washed slowly with water and dried at room temperature. The colonies were photographed and counted with Image J software.

#### Spheroid formation and cell death assay

Glioma cells were plated at (1 × 10^3^/well) in ultra-low adhesion 96-well plates, incubating with serum-deprived DMEM/F12 medium containing 20 ng/ml basic FGF, 20 ng/mL of EGF, and a proportion of B27 in medium (1:50 v/v) for 5 days to initial formation of spheriods (over 50 μm in diameter), and then cells were treated with 30 μM, 60 μM S4 or 0.05% DMSO for following 10 days. For cell death assay, spheriods were then stained with 10 μg/ml propidium iodide (PI). Subsequently, the spheriods were observed by fluorescence microscopy. And the dead cells were identified by red fluorescent PI staining. The spheriods were photographed and counted. Number of spheriods and positive staining rate of spheriods were analyzed.

#### Immunofluorescence assay

Glioma cells were seeded on coverslips (NEST, 801,008) for 12 h, then treated with drugs according to the purpose of the experiment. Then cells were fixed in 4% paraformaldehyde (PFA). After the blocking in 2% Bovine Serum Albumin (BSA), cells were then incubated with primary antibody (Calreticulin, 1:75; Ki67, 1:250) for 2 h at room temperature, followed by 30 min incubation with secondary antibodies (Anti-Rabbit Alexa 488, 1:1000 or Anti-Mouse Alexa 488, 1:1000) at room temperature. Nuclei were stained with 1 μg/mL DAPI (C1002, Beyotime, China) in PBS. A laser scanning confocal microscope (Leica TCS SP5II) was applied to monitor the immunofluorescence (IF).

### Protein samples of conditioned media

Cells exposed with S4 or vehicle were pretreated with CQ, Z-VAD-FMK, Necrostain-1, 4u8C, ISRIB, GSK2606414 for 24 h, and then the media of these cells were collected and concentrated to 100 μl using Pierce®Protein Concentrator 2–6 ml/10 K filters according to the manufacturer’s instructions. Protein loading buffer was added proportionally, and the samples were boiled at 100℃for 6 min to prepare protein samples.

### Analysis of cell death by flow cytometry

LN229 and U87MG cells with logarithmic growth phase were plated into a 6-well plate and the cells were treated with different concentrations of S4. Then PBS was used to wash the collected cells. Glioma cells were stained with annexin V-FITC and propidium iodide (PI) according to the to the manufacturer’s instructions (Keygen Biotech/KGA108), and the cells were detected on the flow cytometer within 1 h. Three independent tests were used to examine the fraction of apoptotic cells. Doxorubicin (DOX) was used as a positive control for cell death.

### Immunoblotting

Cells were treated with various agents, collected and processed for immunoblotting analysis as previously described [26]. BCA Protein Assay Kit was used to determine protein concentrations. Protein samples were diluted to a final concentration of 0.5 mg/ml. The diluted protein sample was incubated with 200 μl BCA working buffer at 37℃ for 25 min. The absorbance of A562, or other wavelengths between 540–595 nm, was measured with an enzyme label. To quantify changes, the densitometries of protein bands were determined with a calibrated GS-670 densitometer.

### Co-culture experiments and measurement of cytokine concentration

THP-1 cells were seeded on 12-well cell culture plates (2 × 10^4^ cells per well) and differentiated for 48 h with 20 nM PMA to allow attachment. Then THP-1 cells were treated with conditioned media from glioma cells exposed to S4 (or not) for 24 h. Cell-free supernatants were collected and secreted IL-1α and IL-8 in the media were measured using DuoSet IL-1α and IL-8 ELISA kits (R&D Systems, USA) according to the manufacturer’s instructions [27].

### RNA-sequencing

RNA was extracted from S4-treated and vehicle-treated LN229 cells and RNA-sequencing (RNA-seq) was performed by the Novogene Corporation (Beijing, China). RNA-seq data were analyzed as previously described [28]. RNA-seq data have been deposited at the NCBI Gene Expression Omnibus under the accession number GSE205538.

### Quantitative real time PCR (qRT-PCR)

Total cell RNA was extracted with TRIZOL reagent and cDNA was synthesized by reverse transcription using the Prime Script RT Kit. For qRT-PCR analysis, RNA expression was measured using SYBR Premix Ex Taq kit (TaKaRa, Japan). The relative transcription levels of the genes were calculated using the delta-delta-Ct (ΔΔCT) method and GAPDH was normalized as an endogenous control. Primers are the same as previously described [29].

### In vivo tumor xenograft experiment

A preliminary experiment was conducted to detect the toxicity of S4 in vivo and the appropriate concentration for administration. Nude mice were divided into three groups (four mice in each group) with doses of 0 mg/kg, and 7.5 mg/kg of S4, respectively. Nude mice were treated with S4 and weighed every 3 days. As the preliminary experimental group mice did not show any weight loss in 5 weeks, 1 mg/kg and 5 mg/kg of S4 were used in the following in vivo experiment. LN229 cells (1 × 10^6^) were injected subcutaneously into flanks of female BALB/c nude mice (6 weeks old), which were maintained in animal care facilities without specific pathogens. The mice were randomly divided into three groups (*n* = 5), and were intra-tumoral dosed with S4 (0, 1 mg/kg and 5 mg/kg). Tumor growth was monitored using calipers where two perpendicular tumor diameters were measured every 5 days and tumor volume was calculated according to the formula 0.5 × length × width^2^. After 8 weeks, the tumor-bearing mice were sacrificed with ether anesthesia, and xenografts were excised for follow-up experiments.

### Immunohistochemistry

Xylene and different concentrations of alcohol were used for dewaxing paraffin-embedded tissue sections. The processed sections were blocked with goat serum and incubated with anti-Ki67 antibody (1:200) at 4℃ overnight. DAB detection kit was used for immunoperoxidase staining and hematoxylin was used for staining the nucleus. The tissue sections were sealed with neutral resin after alcohol dehydration treatment.

### Statistical analysis

SPSS 16.0 software was used for statistical data analysis. T-test or one-way ANOVA was used for comparison between groups. 0.05 was considered that the difference was statistically significant. The graphs were drawn using GrapPad Prism 8.0.

## Results

### S4 decreases glioma cell viability

We assessed the effect of S4 on the viability of glioma cell lines Hs683, LN229, U87MG and human astrocytes HA cell line by a CCK-8 assay. As shown in Fig. 1A, S4 inhibited the growth of the three glioma cell lines in both dose- and time- dependent manner. This effect was achieved with a much lower half maximal inhibitory concentrations (IC_50_) values for glioma cell lines at each time point than the IC_50_ values for HA cells. Clonogenic growth assays showed that S4 at 60 μM decreased significantly the capability of the glioma cells to grow clonally after a 2-week treatment (Fig. 1B). Three-dimensional (3D) spheroid formation assays indicated that the LN2299 and U87MG microspheroids were substantially lessened in number after 10 days treatment with S4 (Fig. 1C). In addition, 24-h S4 treatment caused a significant decrease in Ki67 staining in both LN229 and U87MG cells (Fig. 1D). Cumulatively, we showed that S4 decreases the viability of glioma cells in vitro.

**Fig. 1:**
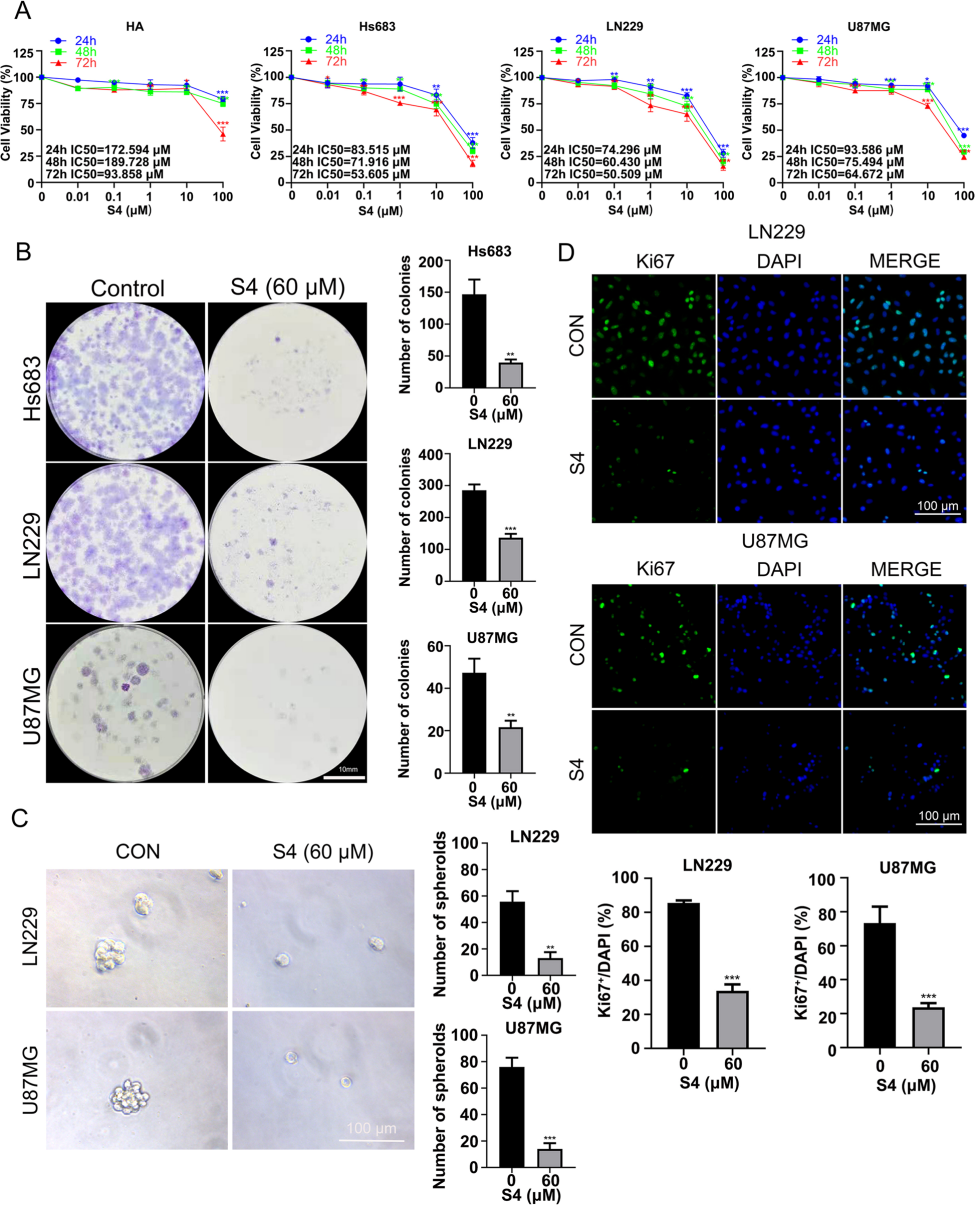
S4 decreases glioma cell viability. **A** HA, Hs683, LN229, and U87MG cells were vehicle-treated or treated with varying concentrations of S4 (0.01,0.1,1, 10, 100 μM) for 24, 48, 72 h respectively. Cell growth was determined using the CCK8 assay. IC 50 values were listed in the margins of each column. **B** Cells (Hs683, LN229, and U87MG) were vehicle-treated or treated with 60 μM S4 and cultured in complete media for 14 days for colony formation analysis. **C** LN229 and U87MG cells cultured in 3D medium were treated with DMSO or 60 μM S4 for 12 days and examined for the spheroid formation. (Scale bar = 100 μm). **D** LN229 and U87MG cells were treated with DMSO or 60 μM S4, then assessed by immunofluorescence staining with ki67 or DAPI. (Scale bar = 100 μm). The above experiments were performed three times (*P < 0.05, **P < 0.01, ***P < 0.001)

### S4 induces glioma cell death

We next determined whether the suppressed S4-induced growth inhibition in glioma cells was due to cell death. To this end, S4-treated LN229 and U87MG cells were analyzed by flow cytometry with FITC-conjugated Annexin-V and propidium iodide (PI) double staining. As illustrated in Fig. 2A, exposure to S4 at 60 and 90 μM for 24 h significantly increased the percentage of both early and late apoptotic cells in LN229 and U87MG cell lines, suggesting an induction of apoptotic cell death. Doxorubicin (Dox) was used a positive control, which substantially increased the number of apoptotic cells as expected. In addition, we observed large amounts of the cells from S4-treated spheroids derived from glioma cells were stained with the cell-death dye PI, indicative of cell death (Fig. 2B). Furthermore, a dose-dependent cleavage of Poly (ADP-ribose) polymerase (PARP), a classical apoptosis marker, was detectable in S4-treated glioma cells (Fig. 2C). In addition, we also detected an increase in microtubule-associated protein 1 light chain 3 (LC3)-II (an autophagy marker) levels in glioma cells upon exposure to S4, suggesting that S4 might induce autophagy in these cells (Fig. 2D). No obvious change in the levels of RIP1/3, two key proteins involved in necrosis, was detected in S4-treated glioma cells (Fig. 2E).

**Fig. 2:**
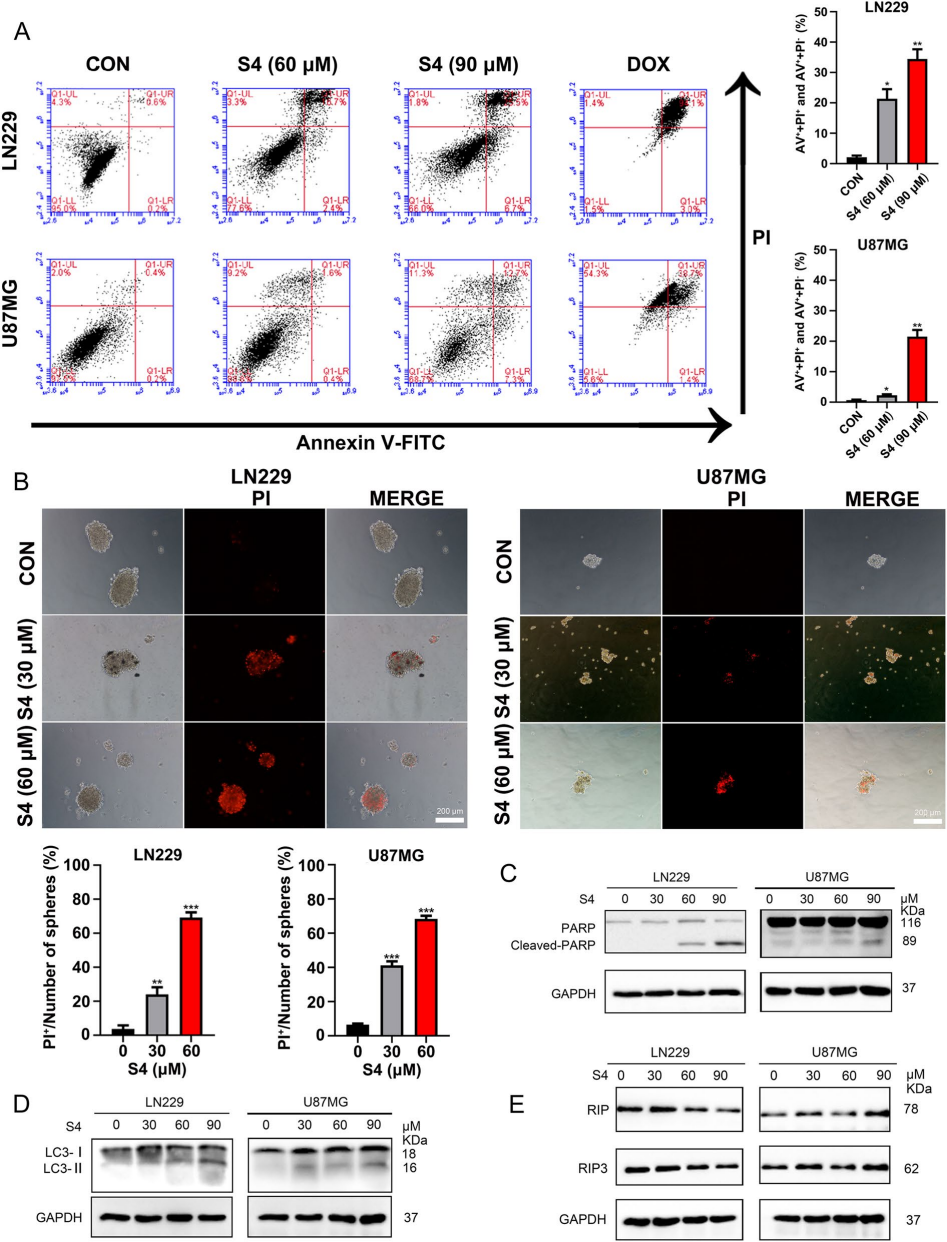
S4 induces glioma cell death. **A** LN229 and U87MG cells were treated with DMSO or S4 (60, 90 μM) for 24 h, stained with annexinV-FITC/PI. Cell death was assayed by flow cytometry. 5 μM concentration of Doxorubicin was taken as a positive control. **B** Spheroids were treated with DMSO or S4(30, 60 μM), stained with PI at 24 h and imaged under phase contrast and red fluorescence microscopy (scale bar = 200 μm). **C**-**E** LN229 and U87MG cells were treated with S4 (0, 30, 60, 90 μM) for 24 h, the relative expression of cleaved-PARP, LC3, RIP and RIP3 was determined by immunoblot analysis. GAPDH was used as a loading control. Experiments were performed three times (*P < 0.05, **P < 0.01, ***P < 0.001)

### S4 induces CRT exposure and release of HMGB1 and HSP70/90 in glioma cells

We next investigated whether S4 could trigger ICD in glioma cells by examining the ICD markers including HMGB1and HSP70/90 in cellular supernatants and CRT expression (ecto-CRT) in cell surface. Mitoxantrine (MTX), a known ICD inducer [30], was chosen as a positive control. As illustrated in Fig. 3A, confocal imaging of S4-treated LN229 and U87MG cells revealed a significantly increased exposure of CRT on the cell surface compared with DMSO-treated cells. As expected, MTX treatment induced a strong exposure of CRT in both glioma cell lines. To detect the secreted DAMPs such as HMGB1 and HSP70/90 in S4-treated glioma cells, the cell culture media were collected and concentrated after a 24 h exposure to S4 or DMSO. and the levels of above proteins were assayed by immunoblotting. As depicted in Fig. 3B, a robust increase in protein levels of both HMGB1 and HSP70/90 was detected in conditioned media of S4-treated LN229 and U87MG cells. The above findings indicated that S4 might trigger ICD in glioma cells. Given that the incidence of ICD is generally acknowledged to be tightly connected with programmed cell death such as apoptosis, autophagy and necroptosis [31–33], we then tested whether apoptosis, autophagy and necroptosis would play a role in S4-triggered ICD. To this purpose, we pretreated the cells with an autophagy inhibitor chloroquine (CQ), a necroptosis inhibitor Necrostain-1 (Nec-1), and a pan-caspase inhibitor Z-VAD-FMK (Z-VAD), respectively. The effective concentrations of these inhibitors were selected by a dose–response assay for each compound to prevent cytotoxicity (data not shown). As shown in Fig. 3C, S4-induced translocation of CRT on cell surface in glioma cells was significantly attenuated by pretreatment with either CQ or Z-VAD-FMK, but not Nec-1. Moreover, both CQ and Z-VAD-FMK substantially blocked the release of HMGB1 and HSP70/90 in LN229 and U87MG cells upon exposure to S4, while Nec-1 could not exhibit similar effects (Fig. 3D). To further demonstrate ICD induced by S4, we examined inflammatory cytokine release induced by extracellular HSP70/90 from THP-1 cells. The release of cytokines IL-1α and IL-8 in cell conditioned media from glioma cells exposed to 30, 60 and 90 μM S4 were dramatically increased (Fig. 3E).

**Fig. 3:**
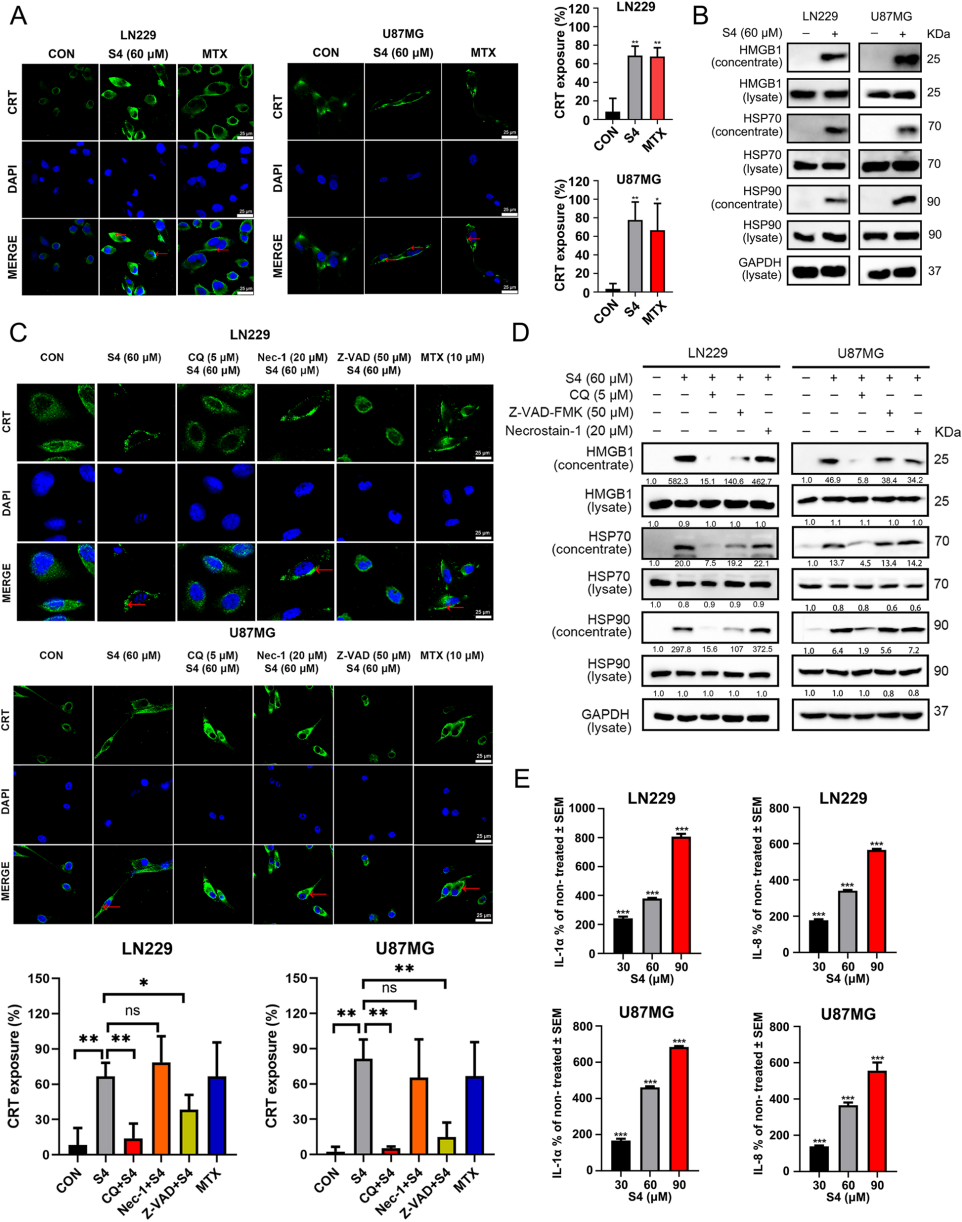
Autophagy and apoptosis are involved in S4-induced immunogenic cell death in glioma cells. **A** LN229 and U87MG cells were treated with DMSO or S4 (60 μM) for 24 h, then stained with an anti-CRT antibody (Green). DAPI was used for nuclear staining (blue). The exposure of calreticulin (CRT) was assessed by confocal imaging. Mitoxantrine (MTX) was used as a positive control. ImageJ software was used to calculate the percentage of CRT positive area (**p < 0.01). Arrowheads indicate positive area. Images are representative of three independent experiments. (scale bar = 25 μm). **B** LN229 and U87MG cells were treated as in (**A**), cell lysates were collected and concentrated. HMGB1 and HSP70/90 expression were measured by immunoblot (IB) analysis. GAPDH was used as a loading control. **C** LN229 and U87MG cells were pre-treated with either Z-VAD-FMK (50 µM), or chloroquine (CQ, 5 µM), or Necrostain-1 (20 µM), following treatment with S4 (60 μM) for 24 h, then exposure of CRT (green) was assessed by immunofluorescence staining. DAPI was used for nuclear staining (blue). MTX was used as a positive control. Arrowheads indicate positive area. (scale bar = 25 μm) (**D**) LN229 and U87MG cells were treated as in (**C**), cell lysates and cell-free supernatants (concentrated) were collected. HMGB1 and HSP70/90 levels were measured by IB analysis. GAPDH was used as a loading control. (**E**) LN229 and U87MG cells were treated with DMSO or S4 (30, 60, 90 μM). Release of IL1α and IL-8 from THP-1 cells co-cultured with conditioned media of S4-treated glioma cells was measured by ELISA. The release rate of control group was 100% for quantitative statistics. The above experiments were performed three times (*P < 0.05, **P < 0.01, ***P < 0.001)

### ER stress pathway is involved in S4-mediated immunogenic cell death behavior

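RNA was sequenced from LN229 cells, an established human glioblastoma cell line, treated for 12 h with 60 μM S4, an inhibitor of the cell-surface enzyme carbonic anhydrase IX, or with the solvent DMSO as vehicle. The sample labels give the vehicle as 0.6 μl DMSO per ml. Each group had 2 libraries, prepared with the NEBNext Ultra kit from RNA isolated with TRIzol. The authors deposited the number of reads counted on each of 58735 genes in each library, without normalization. The aligner, the counting program and whether counting used the strand are not given in the sources used here. The start and end of all 58735 genes equal those of GENCODE release 29 on GRCh38. The counts summed to 17095334 and 16425222 in vehicle replicates 1 and 2, and to 15815010 and 17640405 in S4 replicates 1 and 2. S4-treated cells were compared with vehicle-treated cells by edgeR's quasi-likelihood test, with TMM normalization and with the 15990 genes that edgeR's filter on low counts kept. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are of S4 over vehicle, and their median over the tested genes was -0.015. Libraries of one group differed by more than sampling noise. The chi-square per degree of freedom was 57.1 between the vehicle libraries, over 17731 genes with at least 10 counts in the pair, and 9.54 between the S4 libraries, over 17925 genes. The standard deviation across genes of the log2 difference between libraries was 0.66 for vehicle and 0.39 for S4. An exact permutation test on a single gene cannot give a two-sided p under 0.333 with 2 libraries against 2, so the calls rest on a spread shared across genes.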

To explore the signaling pathways involved in S4-mediated ICD behavior in glioma cells, we performed RNA sequencing (RNA-seq) analysis to compare gene expression profiles between S4-treated LN229 cells and cells treated with vehicle. The gene ontology analysis demonstrated that the differentially expressed genes regulated by S4 were largely enriched in ER stress and unfolded protein response (UPR) pathways (Fig. 4A). Moreover, as shown in Fig. 4B, a significant enrichment for gene set was involved in ER stress pathway, suggesting a role for the ER stress pathway in S4-mediated ICD. 

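Between S4-treated and vehicle-treated LN229 cells, 15 of the 15990 tested genes were differentially expressed, 14 higher and 1 lower with S4. At an unadjusted p under 0.05 there were 1531. The number depended on the tool and on the libraries used. DESeq2 called 239 genes, 191 higher and 48 lower, which included all 15. Without vehicle replicate 2 the count was 5294 and without vehicle replicate 1 it was 1119. It was 45 without S4 replicate 1 and 23 without S4 replicate 2. In each of these fits, the lone library left in its group is assumed to vary like the libraries of the other group. Enrichment was tested with gene lists written by hand from general knowledge, since the ontology terms of Fig. 4A were not used here. The list for protein processing in the endoplasmic reticulum (ER) held 162 tested genes, of which HERPUD1, HSPA5, DDIT3 and HYOU1 were differentially expressed, against 0.152 genes expected by chance. Its odds ratio was 36.3 (one-sided Fisher's exact test against all tested genes, Benjamini-Hochberg adjusted over 15 lists, p = 9.53e-05), and all 4 genes were higher in both S4 libraries than in both vehicle libraries. The list was written after the 18 gene names in Fig. 4A had been read and holds all of them, so this test is not independent of the paper's selection. With the genes called by DESeq2, 18 of the 162 list genes were differentially expressed (odds ratio 9.11, one-sided Fisher's exact test, adjusted p = 9.78e-11), and all 18 are among those in Fig. 4A. Lists of target genes were also tested for the 3 branches of the UPR, named after their sensors PERK, IRE1 and ATF6. These lists have no gene in common, so a gene that answers to more than 1 branch counts for only 1 of them. A rise of a list is therefore not proof that its own branch was active. Of the 18 ATF6 target genes tested, 3 were differentially expressed (odds ratio 264, Fisher's exact test, adjusted p = 8.11e-06). The PERK-ATF4 list had 2 of 40 (odds ratio 64.3, Fisher's exact test, adjusted p = 0.00314) and the IRE1-XBP1 list 1 of 30 (odds ratio 39.2, Fisher's exact test, adjusted p = 0.0595), all of them higher with S4. With DESeq2 there were 11 of 18 (ATF6, odds ratio 112), 14 of 40 (PERK-ATF4, odds ratio 38.8) and 9 of 30 (IRE1-XBP1, odds ratio 30.2, Fisher's exact test, adjusted p = 1.52e-15, 1.52e-15 and 7.94e-10), all higher. In the same order the counts were 3, 3 and 2 without S4 replicate 1, 2, 4 and 2 without S4 replicate 2, 15, 28 and 23 without vehicle replicate 1, and 16, 28 and 26 without vehicle replicate 2, where 3 of the 28 PERK-ATF4 targets were lower. In these 4 fits all 3 lists were past 0.05, the IRE1-XBP1 list with a Fisher's exact test adjusted p of 0.00862, 0.00284, 5.39e-21 and 1.05e-08. The branch lists too were written after the names in Fig. 4A had been read and hold 7 (ATF6), 2 (PERK-ATF4) and 5 (IRE1-XBP1) of the 18 genes, so their tests are not independent of that selection either. Fig. 4A also shows terms for transcription factors. Of 1137 tested genes that the table annotates as transcription factors, 3 were differentially expressed, DDIT3, NFIL3 and MXD1, against 1.07 expected (odds ratio 3.27, one-sided Fisher's exact test, p = 0.0859). With DESeq2 there were 33 of 1148, 26 higher and 7 lower (odds ratio 2.18, one-sided Fisher's exact test, p = 1.23e-04). With 1 library left out the odds ratio was 1.71 without S4 replicate 1 (Fisher's exact test, p = 0.191), 8.80 without S4 replicate 2 (p = 1.10e-05), 1.31 without vehicle replicate 1 (p = 0.0115) and 1.28 without vehicle replicate 2 (p = 5.34e-05).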

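The running-sum enrichment score of gene set enrichment analysis was computed for the ER protein processing list over the 15990 tested genes, ranked by the log2 ratio of the mean normalized counts (CPM, counts scaled to library size) in S4-treated over vehicle-treated cells. The score was 0.568. None of 10000 random lists of the same size, matched on mean expression, scored as high (0 of 10000), and their median was 0.186. The score moved most with genes weighted by rank alone, to 0.189, where the matched lists had a median of -0.088 and again 0 of 10000 scored as high. In limma's camera test with a preset correlation of 0.01 between genes, the list rose with a median log2 fold change of 0.15 (two-sided adjusted p = 1.15e-09 over 15 lists). Its log2 fold change was above 0 in 103 of 162 genes. In 71 of them both S4 libraries were higher than both vehicle libraries, where chance gives 16.7% of genes and 21.9% of all tested genes did so. Without the 18 genes of Fig. 4A the median of the other 144 was 0.09, and 53 of them were higher in both S4 libraries than in both vehicle libraries. The score and the camera test of the whole list share the limit that it holds these 18 genes. The number of list genes differentially expressed was 18 when adjusted over the list alone and 4 over all genes tested. Adjusted over the list alone it was 8 without S4 replicate 1, 5 without S4 replicate 2, 68 without vehicle replicate 1 and 89 without vehicle replicate 2. Over all genes tested it was 5, 4, 50 and 84 in the same order. The 32 list genes that are also in a list of branch targets had a median log2 fold change of 0.90, and the other 130 had 0.06. The lists of branch targets hold genes of Fig. 4A as well. The PERK-ATF4 list had a median log2 fold change of 0.80 with 37 of 40 genes above 0 (camera, adjusted p = 2.60e-29). The IRE1-XBP1 list had a median of 0.79 with 30 of 30 genes above 0 (camera, adjusted p = 2.66e-29). The ATF6 list had a median of 1.21 with 17 of 18 genes above 0 (camera, adjusted p = 4.58e-34). Adjusted over the list alone, 22 PERK-ATF4, 23 IRE1-XBP1 and 12 ATF6 target genes were differentially expressed, against 2, 1 and 3 over all genes tested. Adjusted over the list alone, the counts for PERK-ATF4, IRE1-XBP1 and ATF6 were 8, 6 and 11 without S4 replicate 1, 9, 3 and 9 without S4 replicate 2, 34, 30 and 16 without vehicle replicate 1, and 30, 26 and 16 without vehicle replicate 2. Without the genes of Fig. 4A the medians were 0.76 in 38 PERK-ATF4 genes, 0.72 in 25 IRE1-XBP1 genes and 0.91 in 11 ATF6 genes. Differences between the branches were not tested. Limma's rotation test fry tests a list on its own, while camera compares it with the other tested genes. Fry also called all 4 lists, with adjusted p of 0.0368 for ER protein processing, 0.0343 for PERK-ATF4, 0.0297 for IRE1-XBP1 and 0.0261 for ATF6. None of the 4 held when camera estimated the correlation between genes from the 4 libraries, with adjusted p of 0.117 for ER protein processing and 0.114 for each branch list. From the enrichment of the gene set, the paper proposes a role for the ER stress pathway in S4-mediated ICD.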

To validate this, quantitative real-time PCR was used to detect the influence of S4 on mRNA levels of downstream target genes of ER stress signaling pathway. As target genes of three branches, DDIT3 (CHOP) and DNAJB9 (IRE1α-XBP1), but not SEL1L (ATF6) were obviously upregulated in glioma cells after treatment of S4, which declared ATF6 was not the main activated branch (Fig. 4C). We next examined the activation of PRKR-like endoplasmic reticulum kinase (PERK)-eIF2α axis, and inositol-requiring enzyme 1 alpha (IRE1α)-X-box binding protein 1 (XBP1) axis, two major upstream players in ER stress pathways. S4 treatment caused a substantial increase in the levels of XBP1 and the phosphorylated elF2α in both LN229 and U87MG cells (Fig. 4D), confirming an induction of ER stress pathway. To ascertain the role of ER stress pathway in S4-mediaed ICD, glioma cells were pre-incubated with ER stress pathway inhibitors GSK2606414 and ISRIB ( both targeting PERK), and 4μ8C (targeting IRE1α) following S4 treatment. As shown in Fig. 4E, pre-treatment of LN229 and U87MG cells with either GSK2606414 or ISRIB substantially reversed S4-induced secretion and release of HMGB1 and HSP70/90 while 4μ8C failed to do so, suggesting that the PERK-eIF2α axis plays a major role in S4-mediated ICD. Consistently, pre-exposure to GSK2606414 in LN229 cells or ISRIB in U87MG cells significantly blunted the translocation of CRT on cell surface induced by S4 (Fig. 4F). Furthermore, pretreatment of GSK2606414 and ISRIB in S4-exposed LN229 and U87MG cells showed a distinct decrease release of IL8 from THP-1 cells cultured with the conditioned meida (Fig. 4G). In addition, both GSK2606414 and ISRIB markedly reduced S4-induced LC3II expression in either LN229 or U87MG cells (Fig. 4H, upper panels). In addition, S4-iduced cleaved PARP was not affected by either GSK2606414 or ISRIB (Fig. 4I, lower panels). Altogether, these data suggest that these PERK inhibitors might antagonize S4-induced autophagy in the tested glioma cells.

**Fig. 4:**
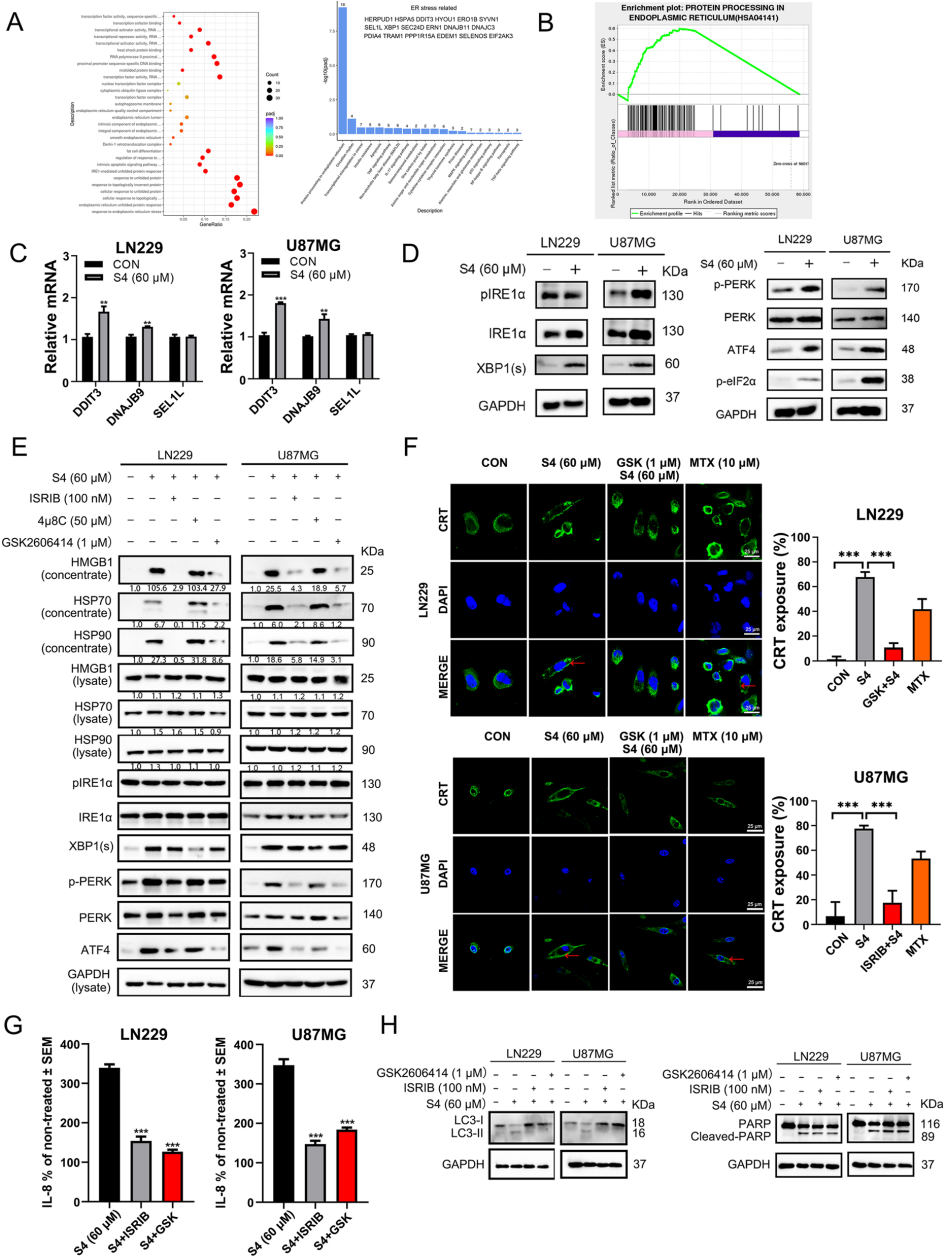
PERK pathway contributes to S4-induced immunogenic cell death in glioma cells. **A** LN229 cells treated with S4 (60 μM) or DMSO for 12 h were collected for transcriptome sequencing. Differentially expressed genes were analyzed by gene ontology. 18 differential genes related to ER stress were also listed. **B** Gene set enrichment analysis of S4-treated LN229 cells and cells treated with vehicle. **C** Real-time quantitative PCR analysis for DDIT3, DNAJB9, and SEL1L mRNA levels of S4-treated LN229 or U87MG cells and control cells. **D** Immunoblot (IB) analysis was performed to detect the action of the PERK pathway related proteins P-perk, ATF4, P-elf2α, and the IRE1α-XBP1 pathway related proteins pIRE1α, IRE1α, XBP1(s). **E** LN229 and U87MG cells were treated either IRE1α -xbp1 pathway inhibitor 4μ8C (50 μM), or PERK pathway inhibitors GSK2606414 (1 μM) and ISRIB (100 nM) with S4 (60 μM) for 24 h and the expression of ER stress related protein, HMGB1 and HSP70/90 was measured by IB analysis. **F** LN229 and U87MG cells were treated with S4 (60 μM) and GSK2606414 or ISRIB respectively, the CRT exposure was detected by confocal microscopy (scale bar = 25 μm). Arrowheads indicate positive area. **G** With or without S4 treatment, LN229 and U87MG cells were pretreated with GSK2606414 or ISRIB, and the media was collected to culture THP-1 cells. Release of IL-8 from THP-1 cells co-cultured with conditioned media was measured by ELISA. The release rate of control group was 100% for quantitative statistics. **H** LN229 and U87MG cells were treated with S4 (60 μM) and GSK2606414 or ISRIB respectively, expression of LC3II and cleaved-PARP was examined by IB analysis. The above experiments were performed three times (*P < 0.05, **P < 0.01, ***P < 0.001)

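All 18 genes that Fig. 4A lists were higher in both S4 libraries than in both vehicle libraries, with log2 fold changes from 1.02 to 3.17. With 1 library left out at a time, the lowest was 0.82. HERPUD1 (ENSG00000051108, chromosome 16, 56932048 to 56944863 on GRCh38) rose from 36.4 ± 1.62 CPM (SD, n = 2) in vehicle-treated cells to 328 ± 16.9 (SD, n = 2) in S4-treated cells. Its log2 fold change was 3.17 (standard error 0.239, edgeR adjusted p = 0.00734). HSPA5 (ENSG00000044574, chromosome 9, 125234853 to 125241330), which encodes the ER chaperone BiP, rose from 1361 ± 10.0 to 9651 ± 314 CPM, a log2 fold change of 2.83 (standard error 0.280, edgeR adjusted p = 0.0133). DDIT3 (ENSG00000175197, chromosome 12, 57516588 to 57521737), which encodes CHOP, rose from 21.6 ± 2.97 to 113 ± 2.96, a log2 fold change of 2.39 (standard error 0.242, edgeR adjusted p = 0.0137). DDIT3 overlaps MARS and MBD6 on the other strand, whose log2 fold changes were 0.29 and 0.50. HYOU1 (ENSG00000149428, chromosome 11, 119044189 to 119057202) rose from 319 ± 27.3 to 1274 ± 152, a log2 fold change of 2.00 (standard error 0.257, edgeR adjusted p = 0.0401). Without S4 replicate 2 its adjusted p was 0.215. The adjusted p of the other 14 genes lay between 0.0600 for ERO1B and 0.205 for SELENOS. SYVN1, among these 14, overlaps FAU on the same strand, whose log2 fold change was -0.34. DESeq2 gave all 18 genes an adjusted p of 0.0430 or lower.

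**Figure D1:**
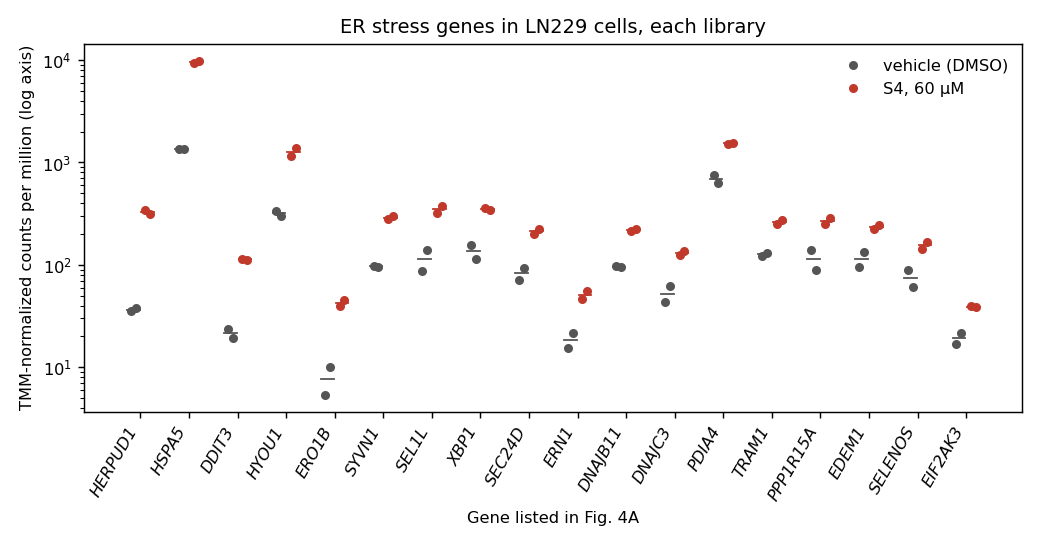
CPM, TMM-normalized and on a log axis, of the 18 genes listed in Fig. 4A in each of the 2 vehicle (grey) and 2 S4 (red) libraries. Points are libraries and lines are group means, and for all 18 genes both S4 libraries lie above both vehicle libraries.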

### S4 reduces glioma growth in mice models

To examine the effects of S4 in vivo, mice with LN229-derived tumors were injected with S4 at two different doses (1 mg/kg and 5 mg/kg). As illustrated in Fig. 5A, both dose of S4 significantly reduced tumor growth without notable toxicity, while treatment with 5 mg/kg dose of S4 achieved stronger effects. In addition, Ki67 expression in mice tumor tissue samples in S4-treated group and control group was assessed by immunohistochemistry. Figure 5B and C showed Ki67 staining was evidently weakened in tumor samples of mice treated with S4 at either dose.

**Fig. 5:**
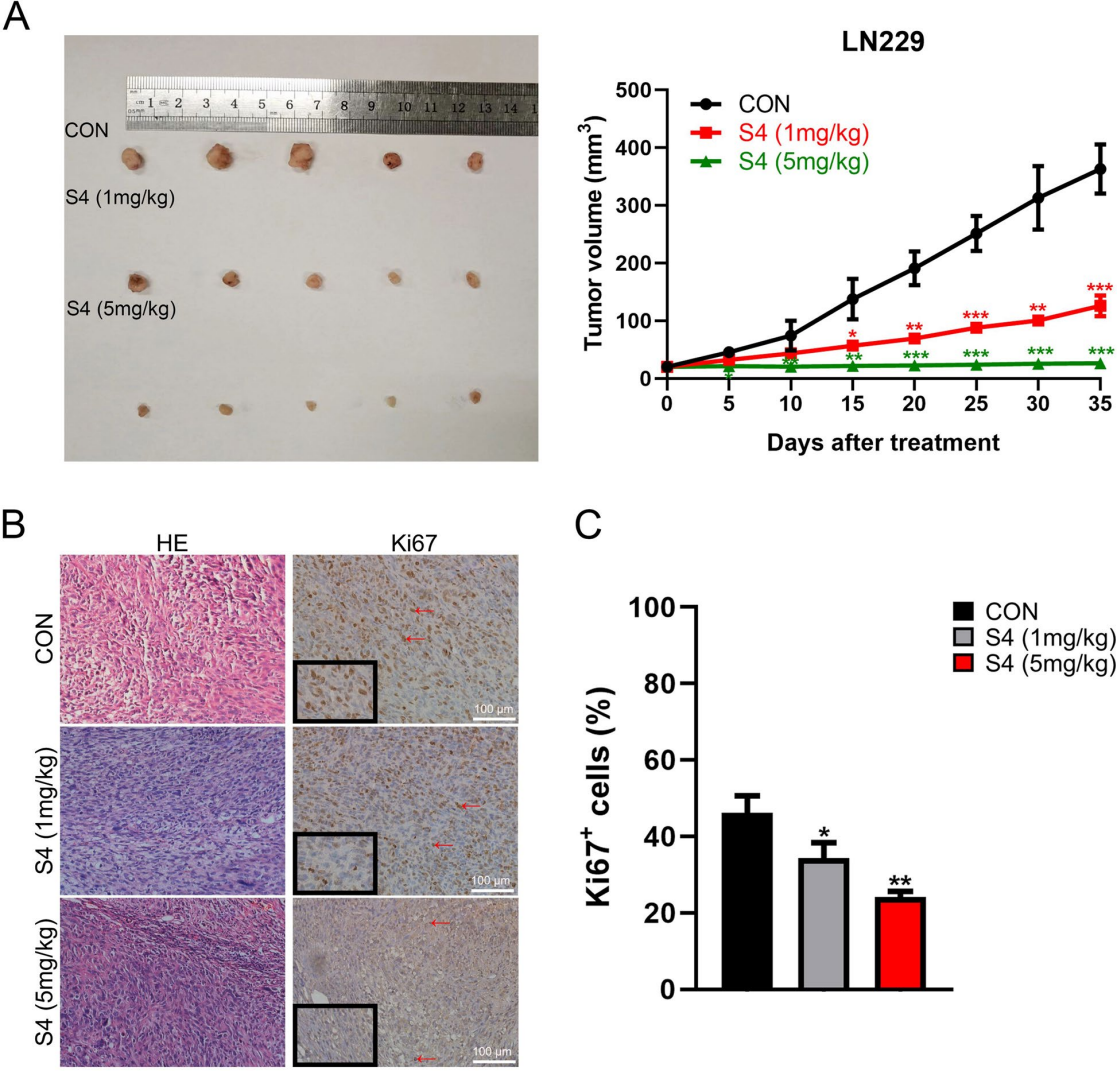
S4 reduces glioma growth in mice models. **A** LN229 cells were injected subcutaneously into the right flanks of mice to establish tumors. When tumors reached approximately 25 mm.^3^, mice received an intratumoral injection of either DMSO, or S4 (1 mg/kg, 5 mg/kg respectively) every three days, *n* = 5 in each group. Tumor volumes were measured at 5-day intervals for 35 days after injections and expressed as the Mean ± SD. Tumor volume-time curves to show any differences in tumor regression. **B** Hematoxylin and eosin (H&E) was used to examine tumor tissues, and immunohistochemistry assay was performed to detect Ki67 expression. Arrowheads indicate positive area (scale bar = 100 μm). **C** IHC analysis of Ki67 expression were performed. (*P < 0.05, **P < 0.01, ***P < 0.001)

## Discussion

In the present study, we provide evidence that the CAIX inhibitor S4 suppresses the growth of glioma cell in vitro and in vivo. Of note, we demonstrate that S4 triggers the expression of ICD markers in glioma cells via the ER stress pathway, indicating that S4 might be a novel ICD inducer. These findings merit further investigation to explore how S4 may be of use in glioma treatment.

The main finding of our study is that the CAIX inhibitor S4 could trigger ICD in glioma cells. ICD has emerged as a key component of therapy-induced anti-tumor immunity. Increasing evidence shows the propensity to undergo ICD as a prognostic factor associated with longer survival in cancer patients in general including glioblastoma patients [34]. Several chemotherapeutic agents such as cyclophosphamide [35], and oxaliplatinum [36], have shown to induce ICD in glioma in vitro and in mouse models [4]. Our data indicates that the CAIX inhibitor S4 might be a novel ICD inducer at least in glioma cells. To understand the underlying mechanism, we performed RNA-seq analysis of differentially expressed genes of cells treated with S4 or mock-treated, and found that the ER stress pathway is robustly enriched among the deregulated signaling pathways. 

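Lists of genes of other pathways were tested in the same RNA-seq libraries. In limma's camera test the 24 genes of cholesterol synthesis fell by 0.82 on the log2 scale at the median (adjusted p = 1.48e-17 over 15 lists), and 18 of them were lower in both S4 libraries than in both vehicle libraries. Adjusted over the list alone 15 were differentially expressed, against 1 over all genes tested, and DESeq2 called 9, all lower. Without S4 replicate 1 or S4 replicate 2 the count adjusted over the list alone was 2 in each case and 0 over all genes tested. Without vehicle replicate 1 these counts were 17 and 14, and without vehicle replicate 2 they were 20 and 19. The circadian clock list, a pathway that Fig. 4A shows, rose with a median log2 fold change of 0.64 in 20 genes, 17 of them above 0 (camera, adjusted p = 3.09e-11). DESeq2 called 7 of these genes. Fig. 4A reports the same RNA-seq data, so the tests of the circadian list are not independent of it. The autophagy list rose by a median of 0.17 with 35 of 41 genes above 0 (camera, adjusted p = 1.87e-04), and the p53 target list by 0.24 with 13 of 19 genes above 0 (camera, adjusted p = 0.00749). Without vehicle replicate 2 the adjusted p of the p53 list was 0.128, and without vehicle replicate 1 its median was 0.14. These 4 calls held under fry, with adjusted p from 0.0261 to 0.0343, and not when camera estimated the correlation between genes, with adjusted p from 0.114 to 0.181. For 4 more lists camera gave a call and fry did not, which is not a failed repeat, since they ask different questions. NF-kB targets had a median log2 fold change of 0.64 with 16 of 21 genes above 0 (camera and fry adjusted p 2.95e-06 and 0.138). The interferon response had -0.62 with 6 of 23 genes above 0 (1.25e-04 and 0.147), genes of the S phase -0.35 with 5 of 42 above 0 (3.00e-05 and 0.153), and genes of G2/M -0.42 with 2 of 54 above 0 (9.36e-10 and 0.138). Without vehicle replicate 2 the camera adjusted p of the NF-kB and interferon lists was 0.0828 and 0.128, with medians of 0.42 and -0.41, and the median of the S phase list was -0.22. In that fit 14 of 42 S phase genes and 16 of 54 G2/M genes were above 0, with a G2/M median of -0.38. The lists of cytosolic heat shock genes, hypoxia-inducible factor targets and NRF2 targets had medians of -0.12, 0.05 and -0.09 in 22, 28 and 22 genes (camera, adjusted p = 0.571, 0.581 and 0.625), with 9, 15 and 7 genes above 0. Without vehicle replicate 1 the medians of the heat shock and NRF2 lists changed sign, to 0.07 and 0.15, with 16 of 22 genes above 0 in each (camera, adjusted p = 0.346 and 0.180). Without vehicle replicate 2 the heat shock and NRF2 medians were -0.19 and -0.36, with 7 and 6 of 22 genes above 0. The direction of the hypoxia list depended on the library left out. Its median was 0.10 without vehicle replicate 1 (19 of 29 genes above 0, camera, adjusted p = 0.0190) and 0.28 without S4 replicate 2 (17 of 29, 0.117), but -0.18 without vehicle replicate 2 (13 of 29, 0.359) and -0.25 without S4 replicate 1 (10 of 29, 0.291). Among the differentially expressed genes, the cholesterol, circadian and p53 lists each held 1 (one-sided Fisher's exact test, adjusted p = 0.0557 each), and the autophagy, NF-kB, interferon, S phase, G2/M, heat shock, hypoxia and NRF2 lists held 0. With DESeq2 the cholesterol list had an odds ratio of 42.3 (Fisher's exact test, adjusted p = 9.78e-11) and the circadian list 37.7 (Fisher's exact test, adjusted p = 2.02e-08). DESeq2 called 3 of 41 autophagy genes (odds ratio 5.43, Fisher's exact test, adjusted p = 0.0457), 2 of 19 p53 targets (odds ratio 8.06, Fisher's exact test, adjusted p = 0.0569), 2 of 21 NF-kB targets (odds ratio 7.21, Fisher's exact test, adjusted p = 0.0610) and 1 of 29 hypoxia-inducible factor targets (odds ratio 2.44, Fisher's exact test, adjusted p = 0.518). It called 0 genes of the interferon, S phase, G2/M, heat shock and NRF2 lists. Of the 3 autophagy genes, WIPI1 is also in the IRE1-XBP1 list, and the autophagy list was not tested without it. With edgeR and no filter on low counts, 4 of 22 NF-kB targets were called (Fisher's exact test, adjusted p = 3.94e-04). With the replicate number as a block 3 of 21 were called (Fisher's exact test, adjusted p = 0.0248). With RLE factors, a filter on mean expression or voom 0 were called.

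**Figure D2:**
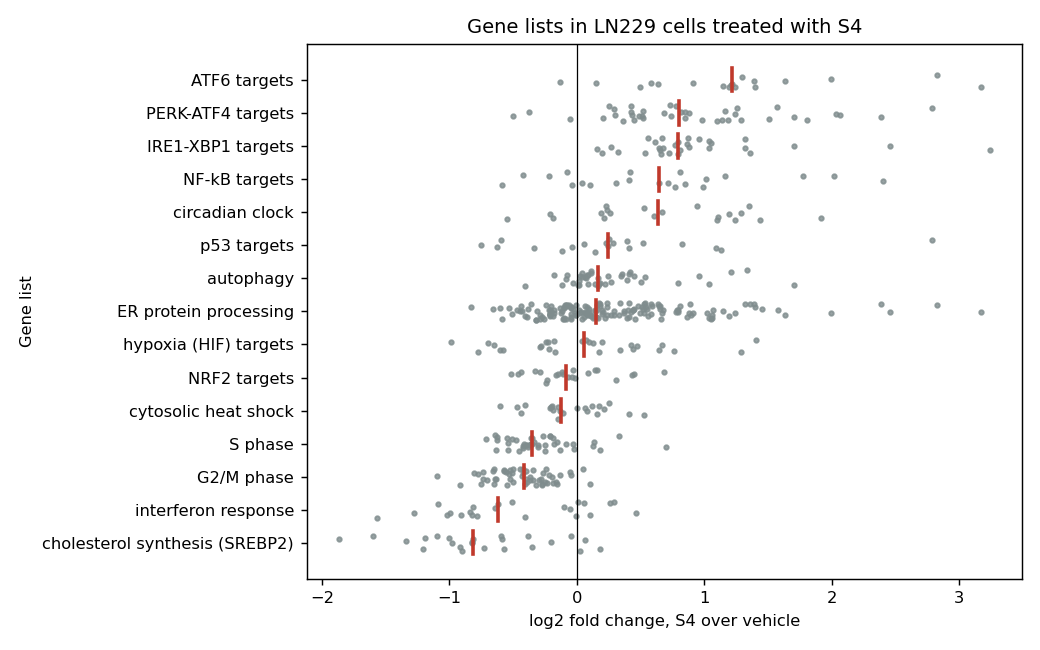
Log2 fold changes of S4 over vehicle of the tested genes of each of the 15 lists. Each point is a gene and the red bar is the median of the list, and the 3 lists of branch targets lie mostly above 0 and the cholesterol synthesis list mostly below 0.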

ER stress is mainly accompanied by three sensors: PERK- eIF2α axis, which is pathognomonic for ICD, activating transcription factor 6 (ATF6), and inositol-requiring 1 (IRE1). We observed the elevated eIF2a phosphorylation and increased XBP1 levels, both markers of ER stress, in S4-treated glioma cells. Notably, pharmacological inhibition of the PERK-eIF2α axis reversed S4-triggered induction of ICD markers. It should be pointed out that eIF2alpha phosphorylation is also considered as a hallmark of immunogenic cell death [37]. Therefore our data supports a role of ER stress in S4-induced ICD. ER stress is known to play a pivotal role in eliciting ICD [38–40]. Our recent work showed that ER stress is involved in oncolytic Newcastle disease virus-induced ICD in melanoma cells [41]. Altogether, both our current and previous work further highlight the recognized notion that ER stress plays a major role in intracellular signaling pathways that induce ICD [38]. We further tested how ER stress regulates S4-triggered ICD in glioma cells. Based on our findings that, inhibition of autophagy reduces S4-induced ICD, while inhibition of PERK antagonizes S4-induced autophagy, we could infer that ER stress plays a role in S4-induced ICD at least in part via autophagy. One of the limitations of our work is that how S4 evokes the ER stress in glioma cells remains unknown. And it should be pointed out that the finding that S4 triggers ICD is largely achieved in in vitro experiments, therefore further work is needed to examine the direct influence by S4-mediated ICD on the immune environment in glioma.

Besides, we found that there was no data to support whether S4 could penetrate the blood–brain barrier (BBB). Although characteristics of S4 such as small molecular weight (335.38 g/mol) and fat-soluble provide the theoretical potential for S4 to cross the BBB, we chose subcutaneous model in testing for glioma efficacy at an early stage. S4 could be modified or packaged if necessary for cross-BBB delivery in future research. We hope that our study will be helpful to the broader application of S4.

## Conclusions

In conclusion, we show the CAIX inhibitor S4 as a novel ICD inducer in glioma cells. Our findings highlight a novel mechanism for the antitumor actions of the CAIX inhibitor S4 and warrant further investigation of S4-induced ICD in clinical application.

## Supplementary Information

**Additional file 1.**

## Data Availability

All data reported in this paper will be shared by the lead contact upon request.

# Supplementary material for: Carbonic anhydrase IX inhibitor S4 triggers release of DAMPs related to immunogenic cell death in glioma cells via endoplasmic reticulum stress pathway
**Source:** Cell Commun Signal. 2023 Jun 29;21:167. doi: 10.1186/s12964-023-01180-7

WB Data

Fig.2 C

LN229 PARP/Cleaved PARP

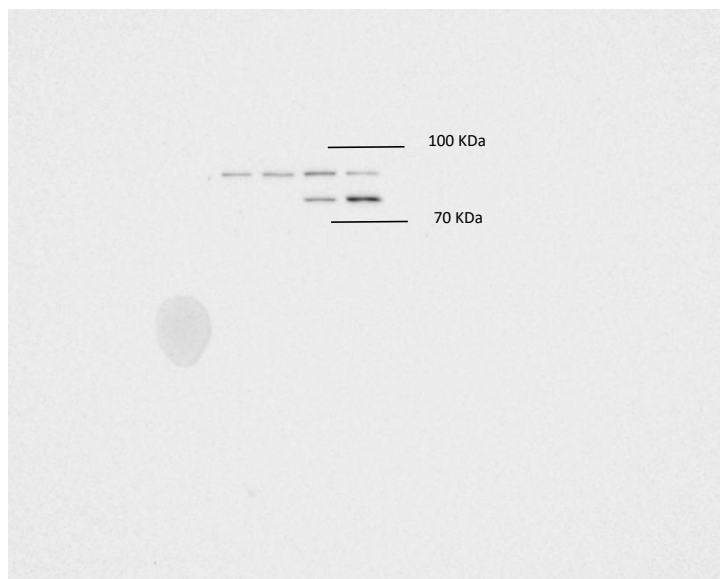

U87MG PARP/Cleaved PARP

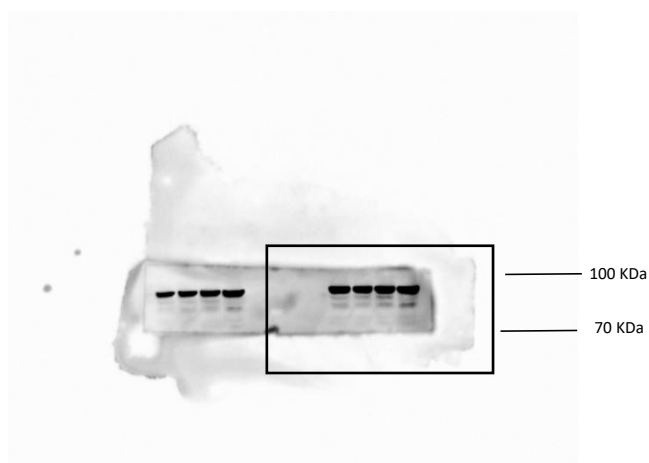

LN229 GAPDH

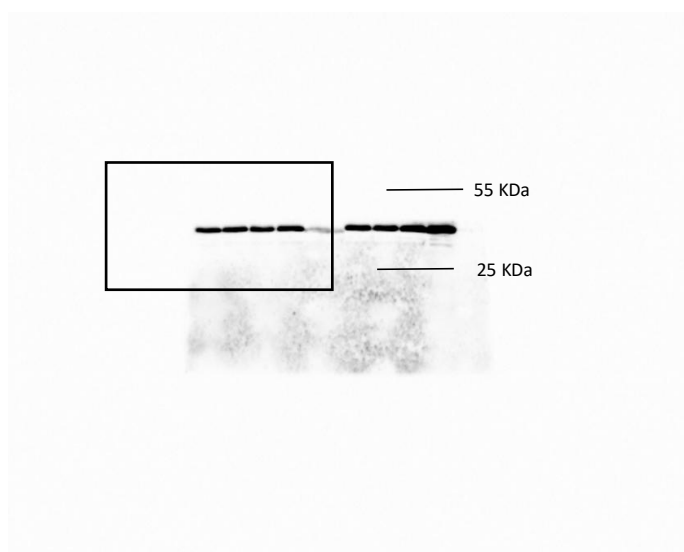

U87MG GAPDH

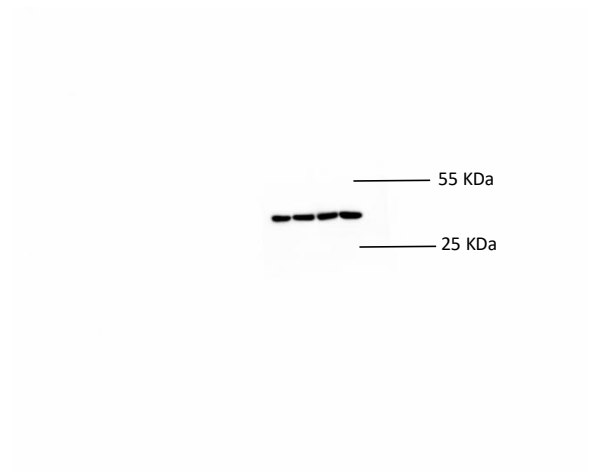

Fig.2 D

LN229 LC3

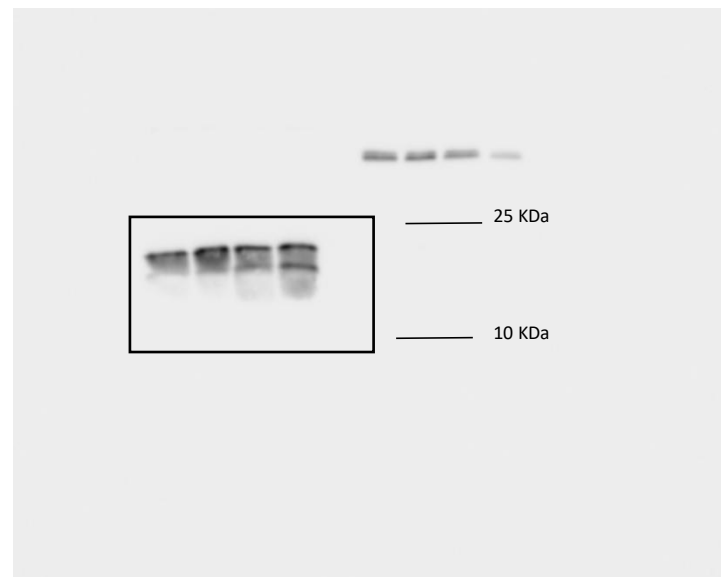

U87MG LC3

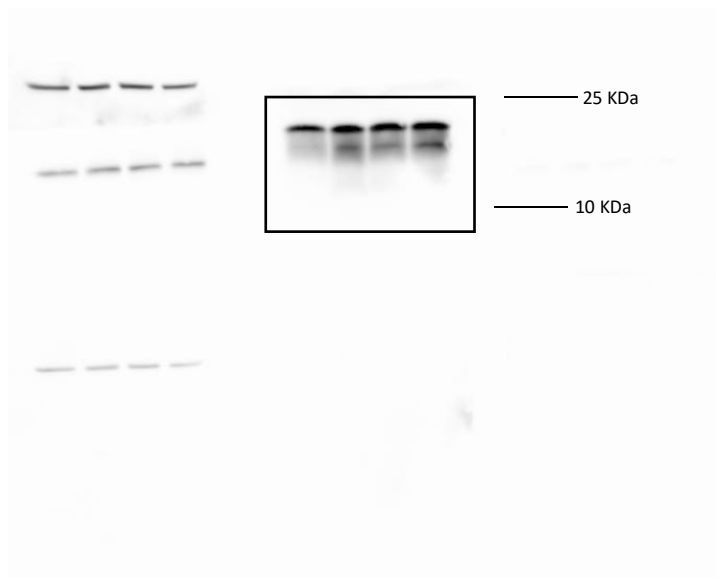

LN229 GAPDH

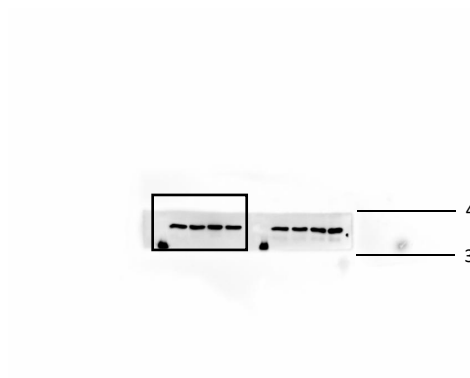

U87MG GAPDH

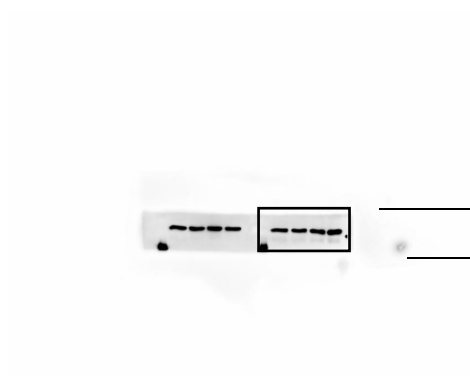

Fig.2 E

LN229 RIP

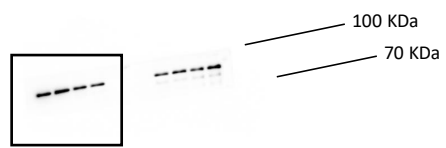

U87MG RIP

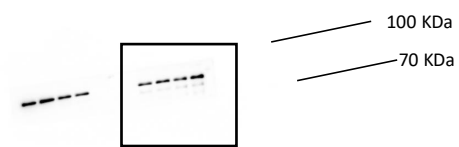

LN229 RIP3

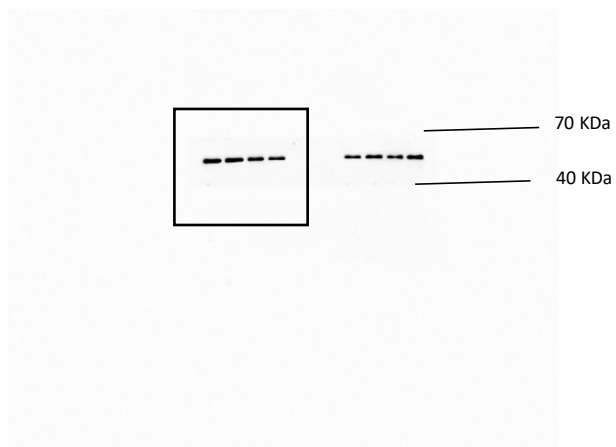

U87MG RIP3

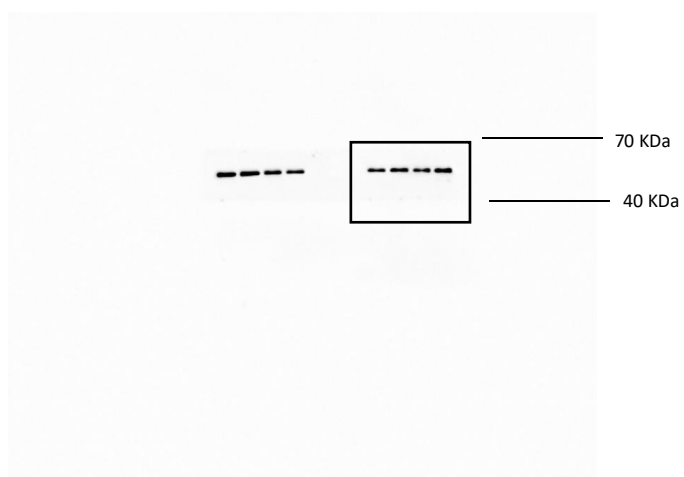

LN229 GAPDH

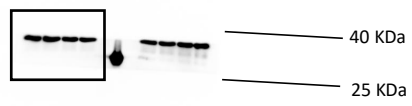

U87MG GAPDH

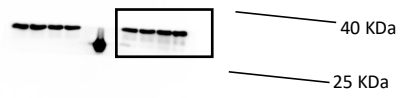

Fig.3 B

LN229 HMGB1(concentrate)

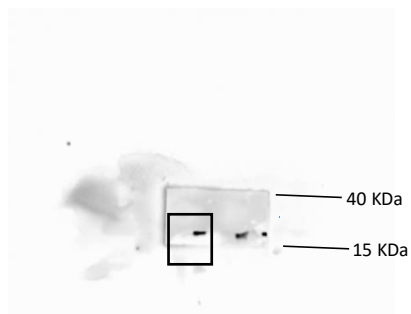

LN229 HMGB1(lysate)

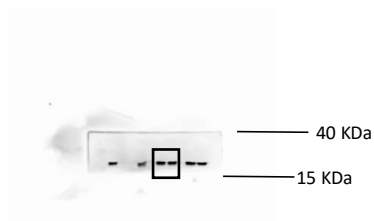

LN229 HSP70(concentrate)

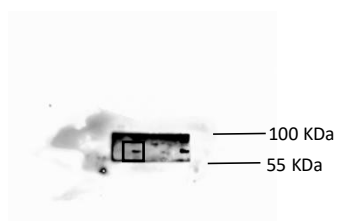

LN229 HSP70(lysate)

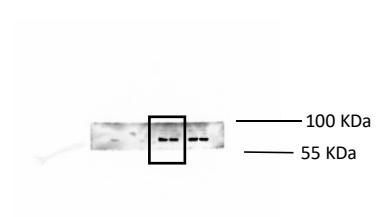

LN229 HSP90(concentrate)

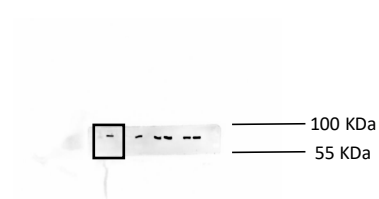

LN229 HSP90(lysate)

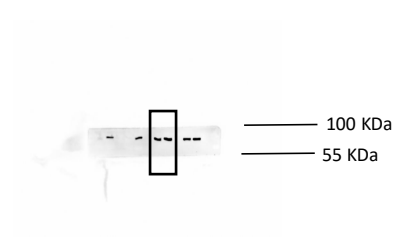

LN229 GAPDH(lysate)

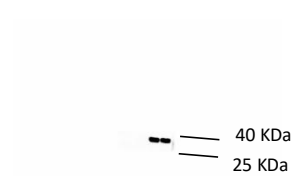

U87MG HMGB1(concentrate)

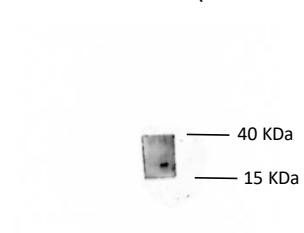

U87MG HMGB1(lysate)

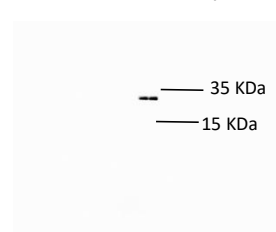

U87MG HSP70(concentrate)

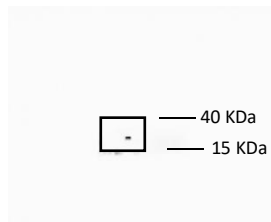

U87MG HSP70(lysate)

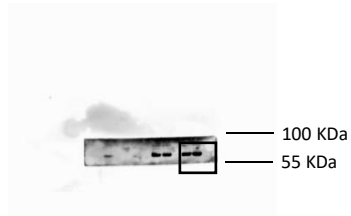

U87MG HSP90(concentrate)

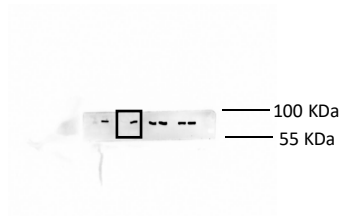

U87MG HSP90(lysate)

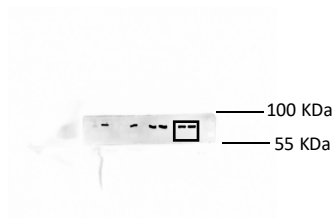

U87MG GAPDH(lysate)

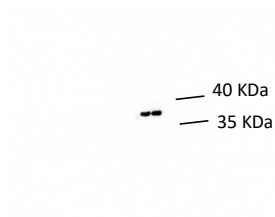

Fig.3 D

LN229 HMGB1(concentrate)

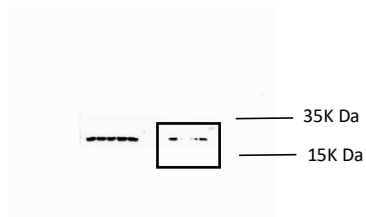

LN229 HMGB1(lysate)

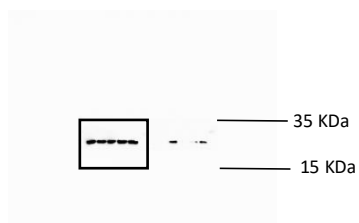

LN229 HSP70(concentrate)

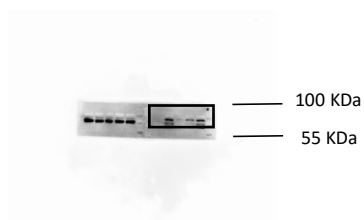

LN229 HSP70(lysate)

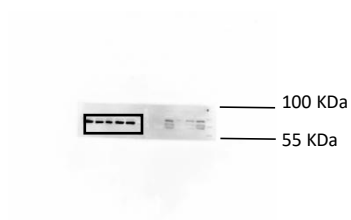

LN229 HSP90(concentrate)

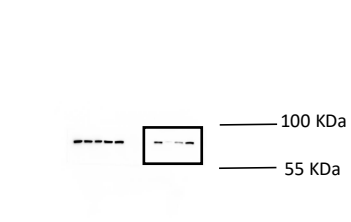

LN229 HSP90(lysate)

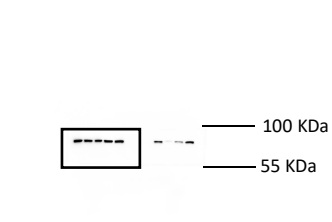

LN229 GAPDH(lysate)

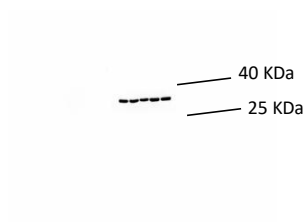

U87MG HMGB1(concentrate)

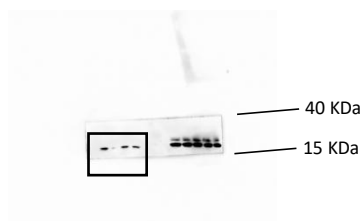

U87MG HMGB1(lysate)

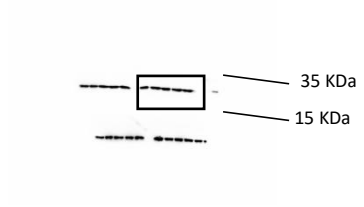

U87MG HSP70(concentrate)

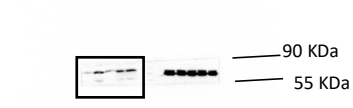

U87MG HSP70(lysate)

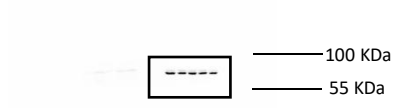

U87MG HSP90(concentrate)

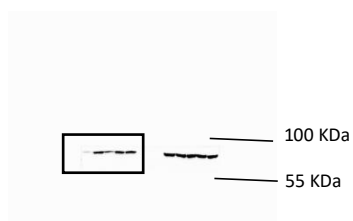

U87MG HSP90(lysate)

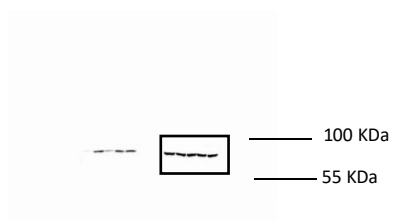

U87MG GAPDH(lysate)

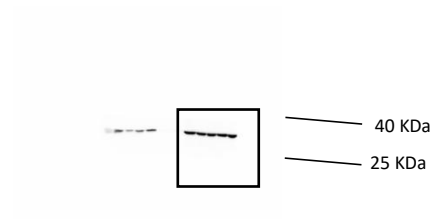

Fig.4 D

LN229 pIRE1  $\alpha$

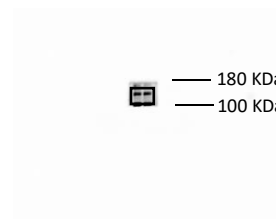

LN229 IRE1  $\alpha$

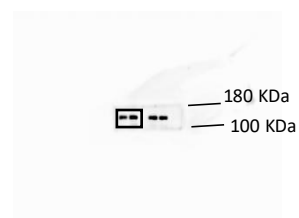

LN229 XBP1(s)

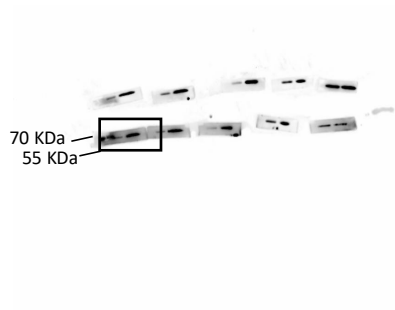

LN229 GAPDH

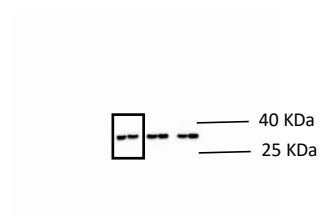

U87MG pIRE1  $\alpha$

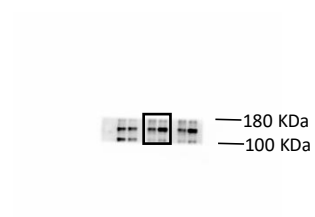

U87MG IRE1  $\alpha$

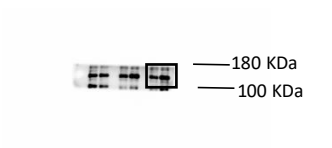

U87MG XBP1(s)

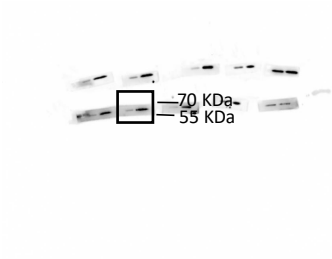

U87MG GAPDH

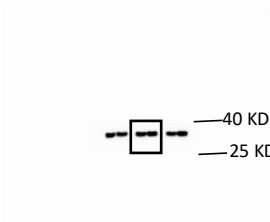

LN229 PERK

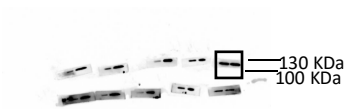

LN229 p-PERK

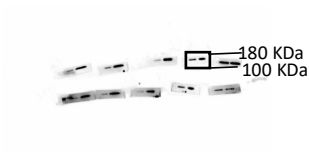

LN229 ATF4

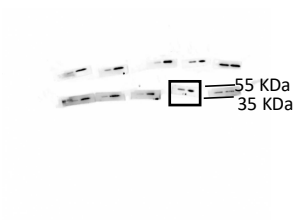

LN229 p-eIF2  $\alpha$

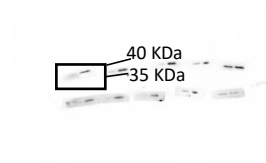

LN229 GAPDH

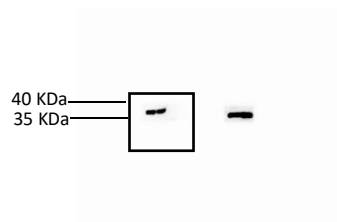

U87MG PERK

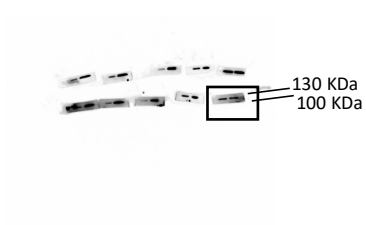

U87MG p-PERK

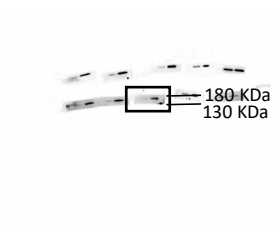

U87MG ATF4

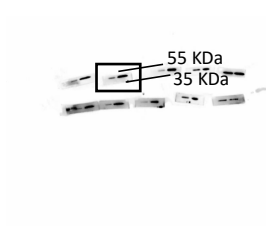

U87MG p-eIF2  $\alpha$

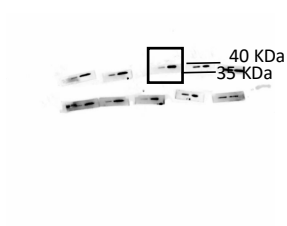

U87MG GAPDH

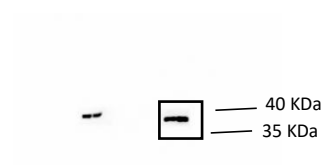

Fig.4 E

LN229 HMGB1(concentrate)

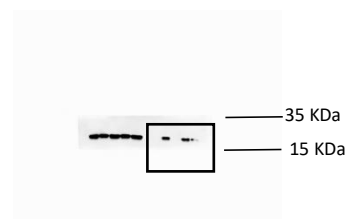

LN229 HMGB1(lysate)

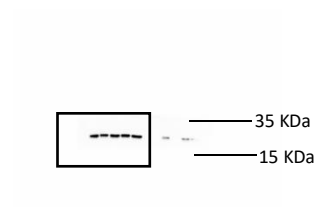

LN229 HSP70(concentrate)

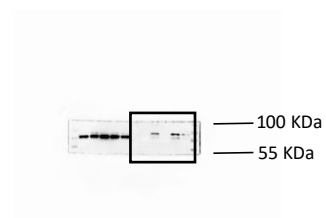

LN229 HSP70(lysate)

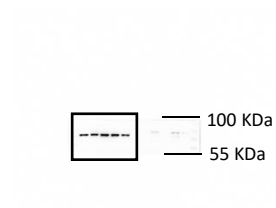

LN229 HSP90(concentrate)

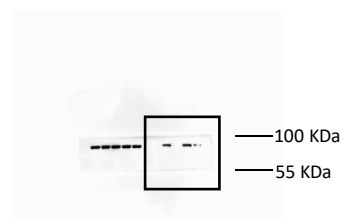

LN229 HSP90(lysate)

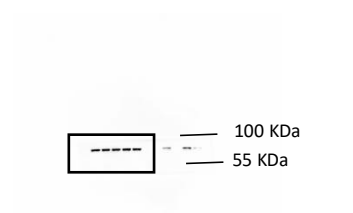

U87MG HMGB1(concentrate)

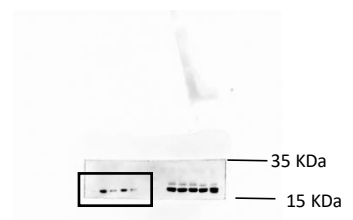

U87MG HMGB1(lysate)

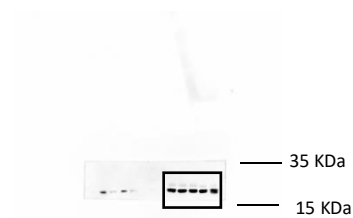

U87MG HSP70(concentrate)

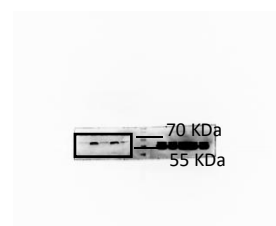

U87MG HSP70(lysate)

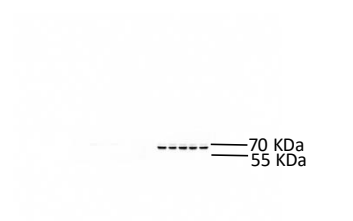

U87MG HSP90(concentrate)

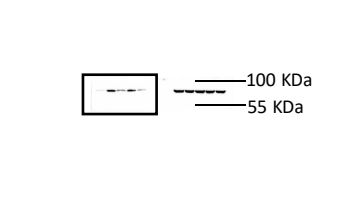

U87MG HSP90(lysate)

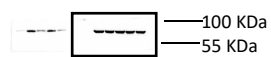

LN229 p-IRE1  $\alpha$

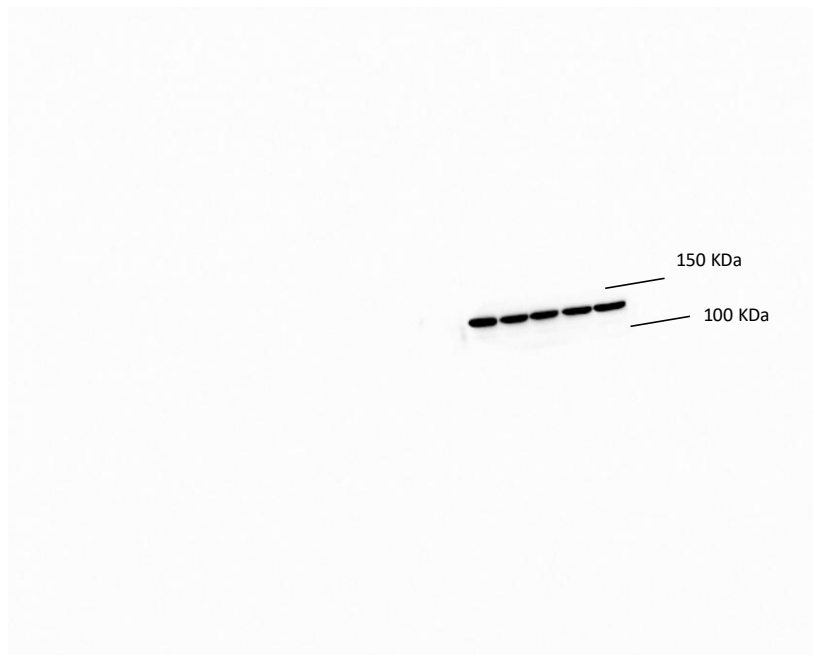

U87MG p- IRE1  $\alpha$

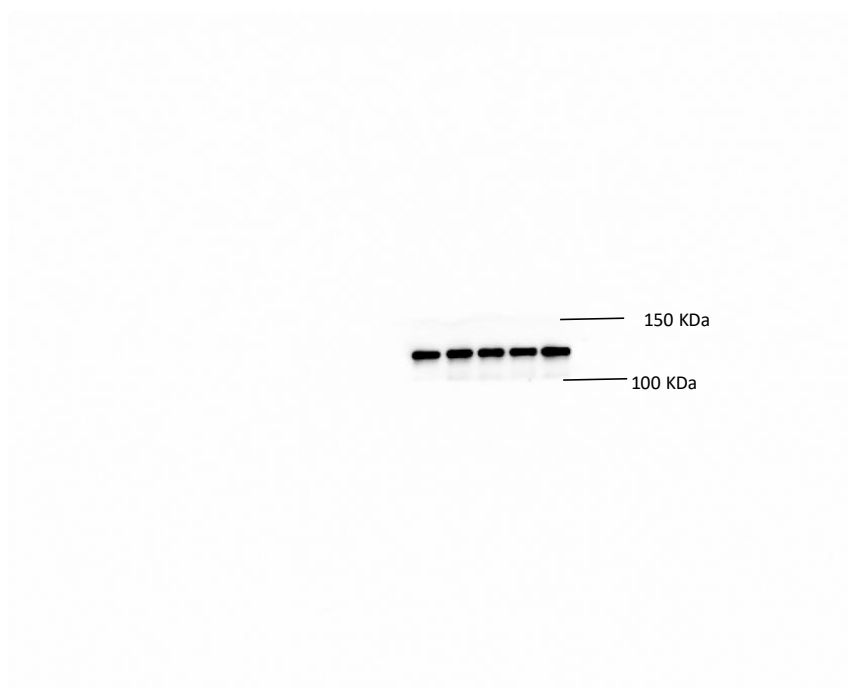

LN229 IRE1  $\alpha$

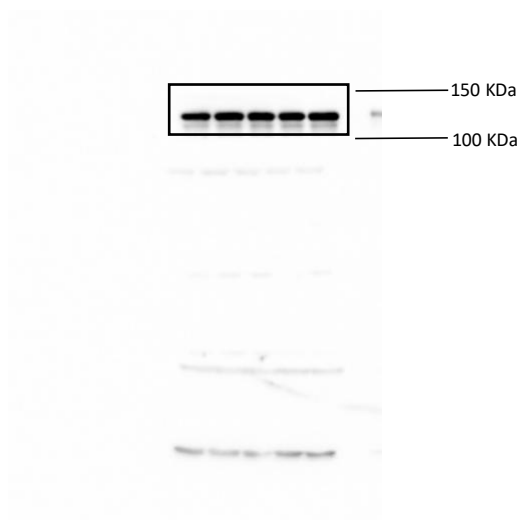

U87MG IRE1  $\alpha$

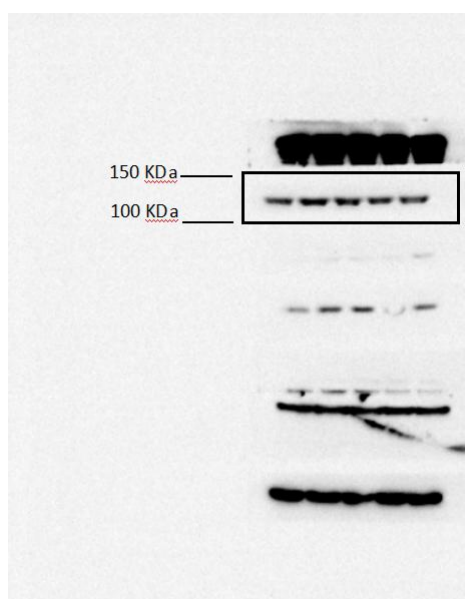

LN229 XBP1(s)

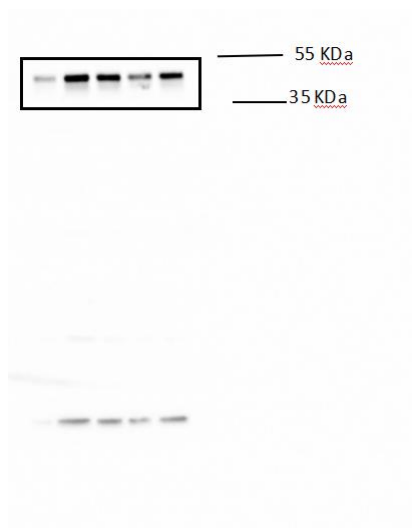

U87MG XBP1(s)

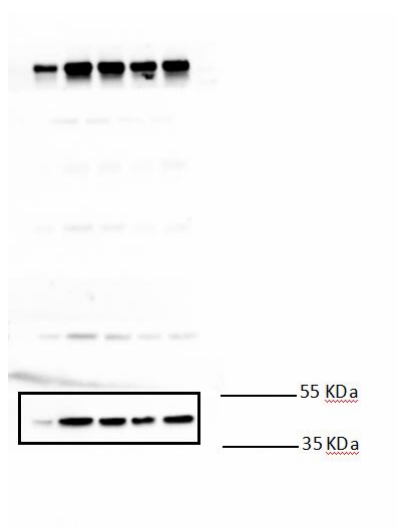

LN229 p-PERK

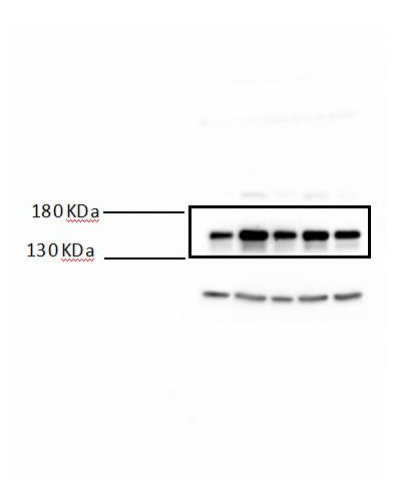

U87MG p-PERK

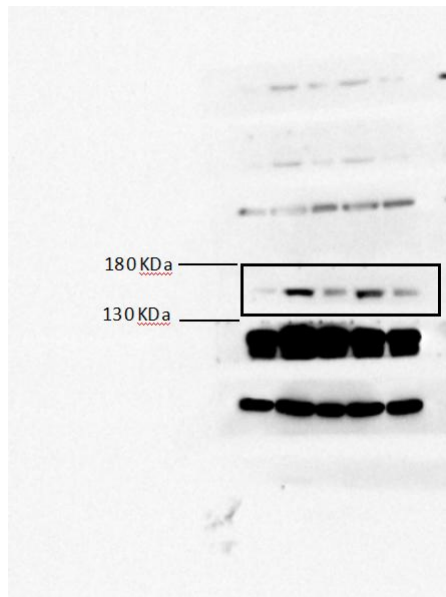

LN229 PERK

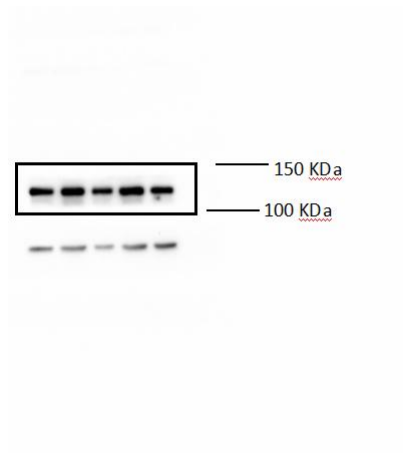

U87MG PERK

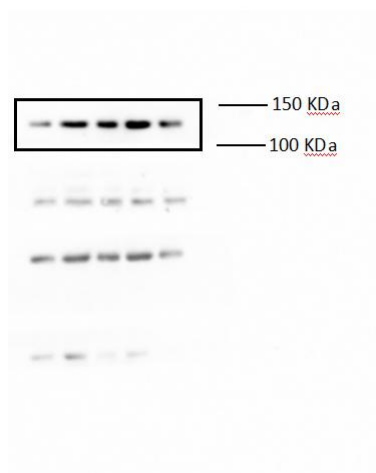

LN229 ATF4

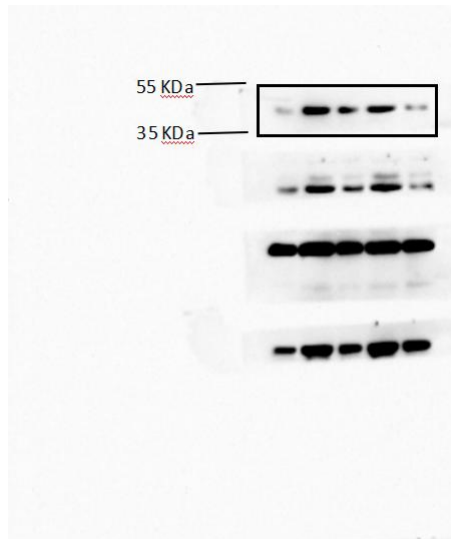

U87MG ATF4

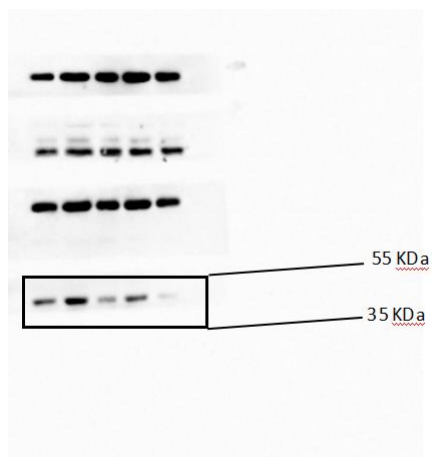

LN229 GAPDH(lysate)

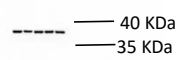

U87MG GAPDH(lysate)

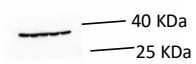

Fig.4 H

LN229 LC3

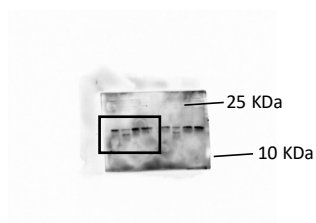

LN229 GAPDH(LC3)

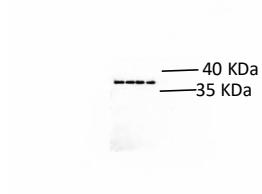

U87MG LC3

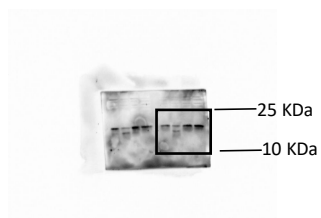

U87MG GAPDH(LC3)

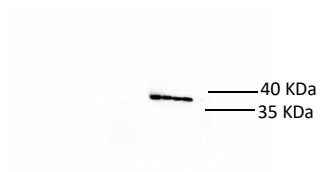

LN229 PARP/Cleaved-PARP

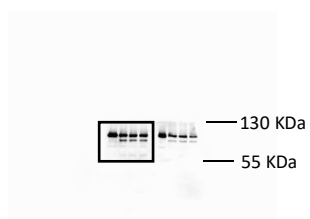

LN229 GAPDH(PARP)

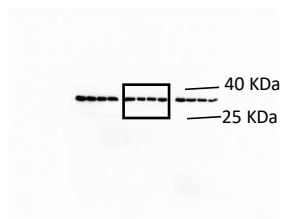

U87MG PARP/Cleaved-PARP

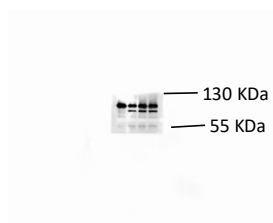

U87MG GAPDH(PARP)

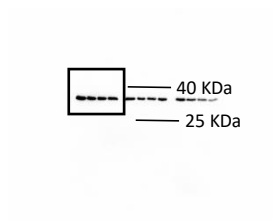

**Supplement:** Supplementary file 2 — Additional file 1.

How the deposited data were processed for this re-analysis (not part of the article)

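RNA-seq libraries of LN229 cells treated with 60 μM S4 or with vehicle for 12 h, 2 libraries per group, were re-analysed from the table of read counts per gene that the authors deposited. The table holds whole numbers without normalization for 58735 genes. The aligner, the counting program, the filters on reads and the strandedness are not given in the sources used here, and neither is a test specific to RNA-seq. The paper's statistics section names general tests for comparisons between groups and a level of 0.05, and for the analysis of the RNA-seq data the paper refers to an earlier publication, which was not used here. All gene identifiers and positions equal those of GENCODE release 29 (GRCh38). In all, 27869 genes had no count in any library and 30866 had at least 1. Between 23718 and 25705 genes were detected per library. The 10 most abundant genes took between 5.69% and 6.49% of the counts, and mitochondrial genes between 2.70% and 2.95%. TMM factors ran from 0.918 to 1.065.

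Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr by condition, TMM factors, robust quasi-likelihood fit, two-sided test), with condition as the only term. The common dispersion was 0.0463, a biological coefficient of variation of 0.215. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic. CPM values are counts scaled to the TMM-normalized library size. The comparisons, gene lists, thresholds and alternatives were chosen before the data were examined, except where the text says otherwise. Of the technical explanations tested, library size, gene length and the most abundant genes for the calls, and genes with few counts for the enrichment score over all genes, were chosen at that time. The other explanations were chosen once the main results were known. The tests printed for library size and for the most abundant genes were chosen only after their values were seen. The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a filter on a mean of at least 1 CPM, voom of limma 3.58.1, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, an absolute log2 fold change of at least 1, protein-coding genes, and libraries thinned to 15815010 counts.

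Gene lists were written by hand for ER protein processing, PERK-ATF4, IRE1-XBP1 and ATF6 targets, cytosolic heat shock, hypoxia-inducible factor, NRF2, p53, cholesterol synthesis, circadian clock, autophagy, NF-kB and interferon, and lists of S and G2/M phase genes were taken from Seurat 5.3.0. The ER protein processing list shares 3, 16 and 13 genes with the PERK-ATF4, IRE1-XBP1 and ATF6 lists. Lists were tested with one-sided Fisher's exact tests against all tested genes and with limma's camera, fry and camera with an estimated correlation, each adjusted by Benjamini-Hochberg over the 15 lists. Enrichment scores used a weight of 1, and were set against 10000 random lists drawn from 50 bins of mean expression. They carry no p-value.

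The genes named are every gene that the paper names for LN229 cells or lists in Fig. 4A, the 5 differentially expressed genes with the largest rise and the 5 with the largest fall (with a mean of at least 1 CPM and S4 libraries beyond both vehicle libraries), and up to 5 differentially expressed members of each list whose test passed. ADIRF-AS1, AKNA, MXD1 and ADM2 fall outside this rule and were named after their values were seen, as were MARS, MBD6, SNRNP27, FAU and ARHGEF39, which overlap a named gene.

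The methods were tested on simulated counts with the dispersions of these libraries, in which 200 genes were changed. edgeR recovered 72.0% of them, 98.6% at an absolute log2 fold change of 3 and 31.4% at 1. Of its 159 calls 15 were false. DESeq2 recovered 71.0% with 22 of 164 calls false, and voom 69.5% with 17 of 156 false. In each the false share was above the threshold of 0.05. Camera gave a p under 0.05 to 2 of 100 unchanged lists. The simulated genes varied independently, with the same dispersion in both groups. The simulation thus cannot show how camera does with correlated genes, or how any test does with groups of unequal spread. Quantitative PCR, immunoblots and the other assays of the paper were not analysed here.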

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

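The tests of GC content and overlapping genes, and the tests on the cholesterol and p53 lists, were chosen only after the main results were seen. The tests of total counts, of the share of the most abundant genes and of a single library out of line with its group, and the reading of camera and fry together for the p53 list were chosen only after their own values were seen. Library size and the most abundant genes had been chosen as explanations before the data were examined, but not the tests of them printed here.

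This part covers mainly called genes that the paper does not name, and the cholesterol synthesis and p53 lists. Some of these genes belong to pathways that the paper discusses or shows. GDF15 is in the PERK-ATF4 list, NFIL3 is in the circadian clock list, and NFIL3 and MXD1 are annotated as transcription factors. Of the 15 differentially expressed genes, 10 are not named in the paper. The largest log2 fold change was 4.13 for KLHDC7B (0.956 ± 0.269 CPM in vehicle, 17.0 ± 3.54 in S4, SD, n = 2, edgeR adjusted p = 0.00955). LURAP1L had 3.43 (edgeR adjusted p = 0.00955), PTGS2 3.27 (0.00996), GDF15 2.79 (0.0179), MXD1 2.48 (0.0292), ADM2 2.39 (0.0292), AKNA 2.29 (0.0216), ADIRF-AS1 1.93 (0.0292) and NFIL3 1.92 (0.0381). INSIG1 had -1.87 (0.0343). In each of the 10 both S4 libraries lay beyond both vehicle libraries. INSIG1 was not called without S4 replicate 1 (adjusted p 0.191) or without S4 replicate 2 (0.360). NFIL3 and ADIRF-AS1 were not called without S4 replicate 2 (adjusted p 0.0735 and 0.0573).

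Several technical explanations were tested on the 15 calls as a set. The median total count of the S4 libraries was 0.998 times that of the vehicle libraries, and the totals of the groups overlap, which argues against library size. The 10 most abundant genes took 6.16% and 6.35% of the counts in the S4 libraries, between the 6.49% and 5.69% of the vehicle libraries, which argues against a few genes taking most of the counts. With the trend of log2 fold change with gene length removed, the smallest absolute log2 fold change of the 15 was 1.83, and with the trend with GC content removed it was 1.89, against 1.87 before. The median of the ER protein processing list was then 0.093 and 0.158, against 0.15, so the trend with length accounts for part of the small rise of that list but not for the calls. Of the 15 genes, 2 overlap a gene with at least as many counts that moved the same way, DDIT3 with MARS and MBD6 and MXD1 with SNRNP27, and these neighbors had log2 fold changes of 0.29, 0.50 and 0.32. ADIRF-AS1 is an antisense gene, and the strand used in counting is not known. With 1 library left out at a time, at least 11 of the 15 genes were called, the fewest without S4 replicate 2, so no single library carries most of the calls. A response to S4 may account for these genes, as a hypothesis found and tested on the same 4 libraries.

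The cholesterol synthesis list had a median log2 fold change of -0.82. Among its 24 genes 3 had values above 0. With the trend with gene length removed the median was -0.75, and with the trend with GC content removed it was -0.76. With 1 library left out it was nearest to 0 without vehicle replicate 1, at -0.61. These values argue against length, GC content and a single library as the cause of the fall. The list was not past the threshold when camera estimated the correlation between genes (adjusted p 0.114), and what lowers the list in S4-treated cells was not tested further.

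The p53 target list had a median log2 fold change of 0.24, and of 0.14 without vehicle replicate 1. It shares GDF15 with the PERK-ATF4 list. Without it, 12 of 18 genes were above 0, with a median of 0.24, a camera p of 0.137 and a fry p of 0.0340. By camera alone, as the test was first written, the rise of the list would rest on the shared gene. Fry, which was considered after both p values were known and tests the list on its own, falls on the other side. A p53 response and the shared PERK-ATF4 target thus cannot be told apart. Without vehicle replicate 2 the adjusted p of the whole list was 0.128.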

How the results depend on the processing

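The fits by DESeq2 with an absolute log2 fold change of at least 1 and the enrichment scores from a ratio that was not logged were chosen only after the data were seen.

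The number of differentially expressed genes was 15 with RLE factors, with a filter on the mean, with thinned libraries and with an absolute log2 fold change of at least 1, 14 with protein-coding genes and 20 with voom. It was 239 with DESeq2, 219 with DESeq2 and an absolute log2 fold change of at least 1, 409 without a filter and 5 at an adjusted p under 0.01. All but the last included the 15 genes (14 of them with protein-coding genes, where 1 is not tested). With 1 library left out it ran from 23 without S4 replicate 2 (11 of the 15 included) to 5294 without vehicle replicate 2, with 45 without S4 replicate 1 (14 included) and 1119 without vehicle replicate 1. The lone library is then assumed to vary like the other group. Of the 18 genes of Fig. 4A, the fits by DESeq2, DESeq2 with the fold change minimum and without a filter called 18 and the stricter adjusted p called 1, and with 1 library left out between 4 and 18 were called.

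With the replicate number as a block, 365 genes were called, 289 higher and 76 lower, with all 18 genes of Fig. 4A. The IRE1-XBP1 list was then over-represented (exact test, adjusted p = 3.40e-09) and the odds ratio of transcription factors was 1.77 (exact test, p = 7.51e-04). The deviations of same-numbered libraries had a correlation of 0.019, which gives no sign of pairing.

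The ER protein processing list was over-represented under the alternatives with odds ratios from 2.30 to 43.3, except at an adjusted p under 0.01, where 1 gene was called (odds ratio 24.5, Fisher's exact test, adjusted p = 0.248). The PERK-ATF4 and ATF6 lists were past 0.05 except at an adjusted p under 0.01 (exact test, adjusted p = 1 and 0.0701). The IRE1-XBP1 list was past it with DESeq2, DESeq2 with the fold change minimum, no filter, voom (exact test, adjusted p = 0.00237) and each library left out, and not with RLE factors, the filter on the mean, thinned libraries, protein-coding genes, the fold change minimum or an adjusted p under 0.01 (exact test, adjusted p from 0.0595 to 0.0701). Transcription factors were past 0.05 with DESeq2 (odds ratio 2.18), DESeq2 with the fold change minimum (2.33), no filter (2.78) and voom (3.27), and had an odds ratio of 0 at an adjusted p under 0.01, with 0 of 5 genes. With 1 library left out the odds ratio ran from 1.28 to 8.80, and the exact p was past 0.05 in 3 of the 4 fits.

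The ER, PERK-ATF4, IRE1-XBP1 and ATF6 lists kept their direction and call under fry, RLE factors, a filter on the mean, protein-coding genes and each library left out. With an estimated correlation, their medians of 0.15, 0.80, 0.79 and 1.21 were not past the threshold (camera, adjusted p = 0.117 and 0.114). The enrichment score was 0.642 over all genes of the table, 0.590 with protein-coding genes, 0.189 with weight 0, 0.557 with edgeR's log2 fold change, 0.594 and 0.382 with the ratio not logged over all and over tested genes, and 0.463 without vehicle replicate 2 to 0.585 without vehicle replicate 1.

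Of 47 named genes, 47 kept their direction and side of the threshold with RLE factors, with a filter on the mean and with thinned libraries, 31 with DESeq2, 30 without a filter and 45 with voom. The other genes were newly past it. The 4 fits without 1 library moved 20 genes past it without vehicle replicate 1, 26 without vehicle replicate 2, 2 without S4 replicate 1 and 1 without S4 replicate 2, and took 1 and 4 off it without S4 replicate 1 and S4 replicate 2. Without vehicle replicate 1 and without vehicle replicate 2, the log2 fold changes were 0.13 and -0.80 for HSPA1A, 0.0814 and -0.83 for HSPA1B, 0.0198 and -0.40 for HSP90AB1, 0.00768 and -1.03 for CA9, -0.30 and 0.11 for HSP90AA1, and -0.57 and 0.19 for MKI67. None of the 6 was differentially expressed with all libraries. The causes of these changes were not established. Depth limits RIPK3, with at most 3 counts per library, which was not tested.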

Differences from the paper's values

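The added fit by DESeq2 with an absolute log2 fold change of at least 1 was chosen only after the data were seen.

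The paper lists 18 differential genes related to ER stress, and 4 of them were past the threshold with edgeR here. Of the alternatives set before the data were examined, DESeq2, no filter on low counts, the replicate number as a block, and leaving out vehicle replicate 1 or vehicle replicate 2 called 18. RLE factors, the filter on the mean, protein-coding genes, thinned libraries, the fold change minimum and leaving out S4 replicate 2 called 4, leaving out S4 replicate 1 called 5, voom called 6 and an adjusted p under 0.01 called 1. DESeq2 with an absolute log2 fold change of at least 1, chosen after seeing the values, also called 18 and drops 0 of the paper's genes. All 18 rose here, as Fig. 4A shows.

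The quantitative PCR of Fig. 4C is a different assay, whose dose and time the legend does not give. The paper's value for DDIT3 in LN229 cells is about 1.7 in Fig. 4C, read by eye, and the libraries here give a fold of 5.24, with 4.77 to 5.79 over the alternatives. For DNAJB9 the paper's value is about 1.3 in Fig. 4C, read by eye, and the fold here is 9.45, with 8.46 to 10.7. For SEL1L the paper's value is about 1.1 in Fig. 4C, read by eye, and the fold here is 3.10, with 2.52 to 4.03. None of the alternatives brought any of the 3 within the paper's values. DDIT3 and DNAJB9 rise in both.

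The paper reports that SEL1L, as a target of ATF6, was not clearly raised in quantitative PCR, and states that ATF6 was not the main activated branch. Here SEL1L had a log2 fold change of 1.63 (edgeR adjusted p = 0.101, DESeq2 adjusted p = 1.65e-05). The ATF6 target list had a median of 1.21 and the PERK-ATF4 list 0.80. Without the genes of Fig. 4A, which are 7 of 18 and 2 of 40, the medians were 0.91 and 0.76. The difference between the branches was not tested, so these values do not show which branch is the main one.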

Other observations

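The tests of the ratio that was not logged, of the spread between the vehicle libraries and of GAPDH as the reference gene, and the reading of camera and fry together for the ER protein processing list, were chosen only after their results were seen, and the test of its genes in no list of branch targets after the main results were seen.

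The enrichment score of the ER protein processing list over all genes of the table was 0.642. If it came from setting expressed genes against genes with few or no counts, random lists matched on expression would score as high. Their 95th percentile was 0.387 and 0 of 10000 reached the score, which argues against this. With the ratio of the classes not logged, the score over all genes was 0.594 and the median of matched random lists was 0.570, with 1 of 10000 at or above the score. In that ranking, most of the score may come from genes with few or no counts, of which 3203 had none in either vehicle library and some with S4. Whether the ratio behind Fig. 4B was logged is not known here.

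The 130 genes of the ER protein processing list that are in no list of branch targets had a median log2 fold change of 0.062, with 71 above 0 and 42 higher in both S4 libraries than in both vehicle libraries, where chance gives 16.7% of genes and 21.9% of all tested genes did so. Their camera p was 0.0414 and their fry p 0.154. By camera alone these genes rise too, but the rule that both tests must give the same answer was set after both were known. A rise of the whole list and a rise of the branch targets alone cannot be told apart for these genes.

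Few genes passed the threshold in edgeR. The vehicle libraries differed more than the S4 libraries, with 1906 and 501 genes more than 2-fold apart. With all 4 libraries DESeq2 called 239 genes, and edgeR without a filter 409, so the count of 15 also depends on the fit. It rose from 15 to 1119 without vehicle replicate 1 and to 5294 without vehicle replicate 2. It also rose without S4 replicate 1 or S4 replicate 2, to 45 and 23, where a limit set by the vehicle libraries alone would give no rise. In the fits without a vehicle library the spread is taken from the S4 libraries, so the larger counts also hold differences of a single vehicle library. The spread between the vehicle libraries may limit the calls, but this and the other effects of leaving a library out cannot be told apart for the genes changed, since a lone library gives no spread of its own. Between the vehicle libraries, replicate 2 minus replicate 1, the NRF2, NF-kB and PERK-ATF4 lists had medians of -0.44, -0.35 and -0.41, at percentiles 0.97, 0.97 and 1.44 of 10000 matched lists, and the IRE1-XBP1 and G2/M lists 0.14 and 0.08, at percentiles 99.02 and 99.77. Between the S4 libraries, replicate 2 minus replicate 1, the hypoxia and G2/M lists had medians of -0.35 and -0.26, below all 10000, the NF-kB and S phase lists 0.24 and 0.17, above all 10000, and the IRE1-XBP1 list 0.13, at percentile 99.98. What made libraries of one group differ was not tested.

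SEL1L rose in the libraries, and the paper's quantitative PCR shows little change. Scaled to GAPDH in place of TMM, SEL1L was 4.25 ± 0.984 (SD, n = 2) times vehicle, DDIT3 7.62 and DNAJB9 13.2, so GAPDH as the reference gene does not remove the gap. This SD is that of the 2 S4 libraries and leaves out the spread between the vehicle libraries. In vehicle replicates 1 and 2, SEL1L was 86.9 and 138.9 CPM and GAPDH 6749 and 4346. The scaled value of SEL1L thus depends on the vehicle library used. GAPDH itself was 5548 ± 1699 CPM in vehicle and 3733 ± 443 in S4 (log2 fold change -0.57, edgeR adjusted p = 0.613). Without vehicle replicate 2 it had -0.85 (adjusted p 0.00166), and without vehicle replicate 1 -0.22 (adjusted p 0.406), so the size of its fall depends on the vehicle library used.

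The paper measured IL-8 and IL-1α in media of THP-1 cells, and in LN229 cells themselves CXCL8 was 71.3 ± 17.4 CPM in vehicle and 289 ± 111 in S4 (log2 fold change 2.02, edgeR adjusted p = 0.0857, DESeq2 adjusted p = 9.43e-07), and IL1A 1.20 ± 0.164 and 4.14 ± 0.064 (1.78, edgeR adjusted p = 0.131). CXCL8 was called without S4 replicate 1 (2.37, adjusted p 0.00181), and not without S4 replicate 2 (1.56, 0.360), vehicle replicate 1 (2.29, 0.140) or vehicle replicate 2 (1.79, 0.0668). Genes of proteins that the paper measured at the cell surface or outside cells had log2 fold changes of 0.64 for CALR, -0.48 for HMGB1, -0.41 for HSPA1A, -0.44 for HSPA1B, -0.11 for HSP90AA1 and -0.21 for HSP90AB1, with edgeR adjusted p from 0.490 to 0.912. HSPA1A and HSPA1B are near-identical paralogs between which reads are not separated with certainty. Without vehicle replicate 1, HSPA1A, HSPA1B and HSP90AB1 had 0.13, 0.08 and 0.02, and without vehicle replicate 2 HSP90AA1 had 0.11. HMGB1, HSPA1A, HSPA1B, HSP90AB1 and CA9 were past the threshold without vehicle replicate 2, with edgeR adjusted p of 0.00755, 0.00171, 0.00185, 0.0254 and 0.0168, and CALR without vehicle replicate 1 (0.00318) or vehicle replicate 2 (0.0192). CA9, which encodes the target of S4, had -0.60 (edgeR adjusted p = 0.647) and 0.01 without vehicle replicate 1. It overlaps ARHGEF39 on the other strand, which had similar counts (508.75 and 503.5 on average). MAP1LC3B had 1.04 (edgeR adjusted p = 0.149, DESeq2 adjusted p = 0.00856), ATF4 0.78 (edgeR adjusted p = 0.414), XBP1 1.39 (0.101) and MKI67 -0.24 (0.815), which was 0.19 without vehicle replicate 2 and past the threshold without vehicle replicate 1 (0.0206). With 1 library left out at a time, the log2 fold change ran from 1.65 to 1.93 for IL1A and 0.93 to 1.14 for MAP1LC3B. It ran from 0.50 to 1.13 for ATF4, 1.19 to 1.63 for XBP1 and 1.33 to 2.01 for SEL1L. Whether each of these genes was called depended on the library left out. Fits without a vehicle library take their spread from the S4 libraries alone, which limits the other such calls given here too. EIF2S1, PARP1, SQSTM1, RIPK1 and ATF6 had -0.21, -0.37, 0.45, -0.28 and 0.37, with edgeR adjusted p from 0.638 to 0.781, and of these SQSTM1 was past the threshold without vehicle replicate 1 (0.00472) and PARP1 and ATF6 without vehicle replicate 2 (0.00896 and 0.0209). With 1 library left out at a time, the log2 fold change of SQSTM1 ran from 0.17 to 0.79 and that of PARP1 from -0.50 to -0.23. DNAJB9 had 3.24 (edgeR adjusted p = 0.00734).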
